# Search for the genes involved in oocyte maturation and early embryo development in the hen

**DOI:** 10.1186/1471-2164-9-110

**Published:** 2008-02-29

**Authors:** Sebastien Elis, Florence Batellier, Isabelle Couty, Sandrine Balzergue, Marie-Laure Martin-Magniette, Philippe Monget, Elisabeth Blesbois, Marina S Govoroun

## Abstract

**Background:**

The initial stages of development depend on mRNA and proteins accumulated in the oocyte, and during these stages, certain genes are essential for fertilization, first cleavage and embryonic genome activation. The aim of this study was first to search for avian oocyte-specific genes using an *in silico *and a microarray approaches, then to investigate the temporal and spatial dynamics of the expression of some of these genes during follicular maturation and early embryogenesis.

**Results:**

The *in silico *approach allowed us to identify 18 chicken homologs of mouse potential oocyte genes found by digital differential display. Using the chicken Affymetrix microarray, we identified 461 genes overexpressed in granulosa cells (GCs) and 250 genes overexpressed in the germinal disc (GD) of the hen oocyte. Six genes were identified using both *in silico *and microarray approaches. Based on GO annotations, GC and GD genes were differentially involved in biological processes, reflecting different physiological destinations of these two cell layers. Finally we studied the spatial and temporal dynamics of the expression of 21 chicken genes. According to their expression patterns all these genes are involved in different stages of final follicular maturation and/or early embryogenesis in the chicken. Among them, 8 genes (*btg4*, *chkmos*, *wee*, *zpA*, *dazL*, *cvh*, *zar1 *and *ktfn) *were preferentially expressed in the maturing occyte and *cvh*, *zar1 *and *ktfn *were also highly expressed in the early embryo.

**Conclusion:**

We showed that *in silico *and Affymetrix microarray approaches were relevant and complementary in order to find new avian genes potentially involved in oocyte maturation and/or early embryo development, and allowed the discovery of new potential chicken mature oocyte and chicken granulosa cell markers for future studies. Moreover, detailed study of the expression of some of these genes revealed promising candidates for maternal effect genes in the chicken. Finally, the finding concerning the different state of rRNA compared to that of mRNA during the postovulatory period shed light on some mechanisms through which oocyte to embryo transition occurs in the hen.

## Background

The activation of molecular pathways underlying oocyte to embryo transition (OET) depends exclusively on maternal RNAs and proteins accumulated during growth of the oocyte [1]. During OET and preimplantation development in mice, the embryo becomes almost autonomous, and may gradually eliminate maternal components. Indeed, by the two cell stage, the major pathways regulated by maternal mRNA are targeted protein degradation, translational control and chromatin remodelling [2]. The recruitment of maternal mRNA for translation has long been recognized as a widespread mechanism to generate newly synthesized proteins in maturing oocytes and fertilized eggs [3]. Conversely, RNA that is no longer needed is actively degraded in the early embryo [4]. Moreover, careful regulation of proteolysis during the same period is likely to be important in oocytes, which are predominantly transcriptionally inactive and must often wait for long periods before fertilization in different species such as *Drosophila*, *Xenopus*, *Caenorhabditis *and Zebrafish [5]. Maternal transcripts that are present in the early pre-implantation embryo can be subdivided into two classes according to whether they are re-synthesized soon after embryonic genome activation or not. The first is common to the oocyte and early embryo and is replenished after activation of the zygotic genome. The second consists of oocyte-specific mRNA that is not subsequently transcribed from zygotic genes in the embryo. This class of mRNA may be detrimental to early post-fertilization development [6].

Maternal effect genes have been found in several species ranging from invertebrates to mammals. Wide screening of mutants has been performed in invertebrates as *Drosophila melanogaster *[7] and *Caenorhabditis elegans *[8] where several mutations lead to arrest of early embryo development. Although females bearing this type of mutation are viable and appear to be normal, the development and survival of their embryos are compromised [9]. Maternal effect mutations have also been described in other vertebrates such as *Danio rerio *for the *nebel *gene [10], and *Xenopus laevis *for the *af *gene [11]. Despite the fact that maternal effect mutations are well known in lower organisms, only a few examples have been reported in mammals. All of them are based on knock-out experiments and concern three murine genes, i.e. *Dnmt1*, *Hsf1 *and *Mater *[9]. *Mater *(Maternal antigen that embryos require) is a single-copy gene that is transcribed in growing oocytes. Although its transcripts are degraded during meiotic maturation, MATER protein persists into the blastocyst. Female mice lacking this 125 kDa cytoplasmic protein produce no offspring because of an embryonic block at the early cleavage stage. Thus, *Mater *is one of few documented genes for maternal effect in mammalian development [12]. *Mater *has been found in bovine models but there is no report in the literature on maternal effect genes conserved between species.

No information has been available to date on maternal effect genes in birds. However, birds represent a good model to observe progressive accumulation of mRNA in the oocyte before ovulation. The embryonic genome of a model bird, i.e. the chicken, is activated when the embryo contains 30,000–50,000 cells [13] 24 h after fertilization. Proteins and mRNA, accumulated as the chicken oocyte matures, are essential not only for fertilization and first cleavage but also for supporting a high number of embryonic cell divisions before genome activation. By comparison, the embryonic genome is activated at the 8-cell stage in bovines [14] and at the 2-cell stage in the mouse [15]. The avian oocyte consists of a large amount of yolk and a structure called the germinal disc (GD) [16]. The GD is a white plaque of about 3–4 mm diameter on the top of the oocyte. It contains the nucleus and 99% of oocyte organelles although it occupies less than 1% of the cell volume [17]. Structurally, and therefore functionally, the GD is mostly equivalent to the mammalian oocyte. The ovary of the reproductively active hen consists of small pre-hierarchical follicles and maturing preovulatory follicles showing a hierarchy according to size (F6 to F1) [18].

Only a few studies have reported on gene expression in the oocyte and during early embryo development in the chicken. The dynamics of the overall RNA profile of the chicken oocyte through different maturation stages has been described by Olzanska et al. [13,19-22]. Chicken vasa homolog protein (CVH) was hypothesized to be maternally inherited in the chicken embryo, since it has been localized in chicken oocytes and during first cleavage [23]. Another protein, Epidermal Growth Factor, was found in F2 GD and its potential role in follicular development has also been investigated [24].

Since oocyte-specific genes expressed during follicular maturation and after ovulation are potentially involved in the fertilization process and in early embryo development, and almost no information is available on these genes in birds, the aim of this study was to identify avian oocyte-specific genes and then to investigate the temporal and spatial dynamics of their expression during follicular maturation and early embryogenesis. We chose initially to focus on oocyte-specific genes because the accumulation of their transcripts in the oocyte should have greater consequences on fertilization and OET. Two different strategies were used to identify avian genes potentially involved in oocyte developmental competence. The first was based on a candidate gene approach and consisted of a search for avian homologs of murine oocyte genes, previously identified by digital differential display [25]. The second strategy involved a global transcriptomic approach based on chicken Affymetrix microarray. We report here several novel chicken genes with potential maternal effect identified using these two strategies. We also describe the spatial and temporal dynamics of the expression of some of these genes as well as some potential mechanisms in which they could be involved. We also compare chicken and murine orthologs in terms of their tissue specificity and their potential involvement in oocyte developmental competence and/or early embryogenesis.

## Results

### In silico search for chicken homologs of murine oocyte genes

Differential digital display analysis performed on murine tissues provided a list of 101 potentially oocyte-specific murine genes [25-27]. Bioinformatic analyses were performed on this list of genes in order to find potentially oocyte-specific chicken orthologs. Genes with a blast score higher than 100 were localized using mapview [28] and blatsearch [29] tools. The syntenic regions were checked: chromosome localization of murine genes and chicken homologs were compared, in order to obtain the correct chicken ortholog of mice genes. Only genes with sufficient homology or whose localization was in accordance with syntenic regions were selected. Forty-one chicken genes were eliminated because of their poor homology with murine genes and 32 other genes were eliminated because they were localized outside the syntenic regions. Among the remaining 28 chicken genes the transcript of only 18 genes could be correctly amplified using real time or classic RT-PCR, of which the detailed study of two genes *bmp15 *and *gdf9 *has previously been reported [30]. Thus 16 avian genes were finally retained (Table 1). The homology with murine genes was strong for 11 of these genes (blast score between 288 and 2149) and was weak for 5 (blast score between 104 and 132). The last five chicken genes were nevertheless considered as potential orthologs of murine genes and kept as candidate genes because of their correct localizations with respect to the syntenic region. Eleven of the selected genes were localized in the expected syntenic region (*btg4*,* chkmos*, *msh4*, *mtprd*, *mcmip*, *znfingerRIZ*,* discs5*, *trans fact 20, wee, zar1 *and *ktfn*). Three other genes were localized in the vicinity of the expected syntenic region (*dazL*, *fbox *and *mark3*). Two genes were localized in the unexpected syntenic region, but they were identified with the same name as murine genes (*zpA *and *zpC*).

**Table 1:** Accession numbers of murine sequences used and of homolog chicken sequences found. Bold text represents chicken genes whose syntenic regions are conserved with the appropriate murine homologs.

Murine genes				Chicken genes					
Accession number	Name	Localisation		Accession number	Name	tblastn score	Localisation		abbreviation
							
		Chromosome	Position (kb)				Chromosome	Position (kb)	

XM_205433.2	Oog2-like	4 E1	142170	XM_417634	similar to zinc finger protein RIZ. partial	100	21	4843	**znfingerRIZ**
XM_357175.2	TRAF-interacting protein	2A1	6081	XM_416727	similar to mtprd protein – mouse	102	1	100734	**mtprd**
AK054339.1	FBXO12A	9F2	109192	XM_419103	similar to hypothetical protein	104	2	91887	**fbox**
AY351591.1	Msh4	3H3	154505.7	XM_422549	similar to MutS homolog 4	107	8	29983	**msh4**
XM_138939.3	Speer-like	14A3	20635	XM_421604	similar to Discs. large homolog 5	132	6	12497.5	**discs5**
AK018361.1	Zfp393	4D2	116103.6	XM_422416	similar to Kruppel-like transcription factor neptune	288	8	20700.7	**ktfn**
NM_172481.1	Nalp9E	7A1	5473.6	XM_420951	similar to mast cell maturation inducible protein 1	473	5	3008	**mcmip**
BC066811.1	Btg4	9A5	51279	XM_417919	similar to p30 B9.10	599	24	5212.7	**btg4**
XM_355960.1	PAR-1Alike	7A3	11760.3	XM_421385	similar to MAP/microtubule affinity-regulating kinase 3 long isoform	643	5	47042.5	**mark3**
AY191415.1	Zar1	5	72968	XM_424318	Gallus gallus similar to zygote arrest 1	643	4	68326.1	**zar1**
XM_139155.2		14D3	71005	XM_416218	similar to transcription factor 20 isoform 1	688	1	46012.9	**transfact20**
NM_010021.2	Dazl	17B1	48475	NM_204218	deleted in azoospermia-like	863	2	33589.4	**dazL**
NM_020021.1	Mos	4A1	3798.4	M19412	Chicken c-mos proto-oncogene	955	2	110418	**chkmos**
NM_011775.2	ZP2	7F2	107432.5	XM_424608	similar to zona pellucida A	1146	6	15797.3	zpA
NM_201370.1	WEE1hu	6B1	40383	XM_425491	similar to Wee1A kinase	1218	1	54018.4	**wee**
NM_011776.1	ZP3	5G2	133429.5	D89097	zona pellucida C protein	2149	10	188.600	zpC

### Comparing oocyte and granulosa cells transcription profiles at final maturation steps using chicken Affymetrix microarrays

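RNA from the germinal disc region of ovulated oocytes (Ov GDR), from that of F1 follicles (F1 GDR) and from F1 granulosa cells (F1 GCs) was hybridized to 6 Affymetrix chicken arrays, 2 per group, each with tissue pooled from 25 hens. The authors normalized the arrays with gcrma, which corrects the background by probe sequence, gives all arrays one distribution of values and yields 1 log2 value per probe set. The deposited log2 values were used as they are, without further scaling. After 96 Affymetrix control probe sets had been left out, 38439 probe sets remained, and 27168 of them carried 1 gene symbol. The background of each array was set at the highest value among 23 control probe sets for sequences that are neither in hen RNA nor added to the samples. By this measure 36.6% and 44.0% of probe sets were above background on the Ov GDR arrays, 48.9% and 46.9% on the F1 GDR arrays, and 51.4% and 51.3% on the F1 GCs arrays, with the array without a suffix named before the array with the suffix A. Differences between groups are differences of mean log2 values, tested two-sided with limma across all 6 arrays with a mean-variance trend. Adjusted p-values are Benjamini-Hochberg values over all probe sets unless Bonferroni is named, and a gene is called higher or lower at an adjusted p under 0.05. Where both arrays of the lower group were at background, the fold is a lower bound against that background. An exact permutation test of 2 arrays against 2 cannot give a p under 0.333, and the number of arrays limits the precision of every value.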

The samples studied were: F1 GCs, corresponding to granulosa cells (GCs) of the largest follicles before ovulation (F1); F1 GDR, corresponding to the germinal disc region (GDR) of F1 follicles, and Ov GDR, corresponding to the germinal disc region of ovulated oocytes (Ov) (Fig. 1). Apart from the stage of maturation the main difference between these samples involved the presence of granulosa cells. They were not present in GDR from ovulated oocytes, they were slightly present in F1 GDR, and they constituted a major component of F1 GCs (see Materials and Methods). 

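Several transcripts of granulosa cells that were close to background in Ov GDR stood in F1 GDR below, but not far below, their level in F1 GCs. FDX1B, a ferredoxin that passes electrons to enzymes of steroid synthesis, had mean log2 values of 2.86 ± 0.23 in Ov GDR, 11.19 ± 0.18 in F1 GDR and 12.34 ± 0.05 in F1 GCs (SD, n = 2 pools). On the linear scale F1 GDR thus stood 0.448 of the way from the Ov GDR level to the F1 GCs level. The position was 0.412 and 0.475 for the probe sets of HSD3B1, an enzyme of progesterone synthesis, and 0.302 for PGRMC1, a membrane protein of progesterone signalling. It was 0.0118 for RLN3, a hormone of the relaxin family, and 0.887 for a probe set of SPARC, a glycoprotein of the extracellular matrix. Other probe sets of SPARC stood at 0.530 and 0.685, and another of PGRMC1 at 0.150. Over the 16 probe sets higher in F1 GCs than in Ov GDR at a Bonferroni adjusted p under 0.05, the median position was 40.3% (quartiles 0.318 and 0.494), with 43.5% on the F1 GDR array without a suffix and 33.5% on the array A. The position has no test, and it was 22.3% over the 2072 probe sets that were higher in F1 GCs than in Ov GDR by a log2 difference of at least 2. The median was 0.232 over 14 granulosa genes of a list, and on the log2 scale in place of the linear one it was 84.0% over the 16 probe sets.

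**Figure D1:**
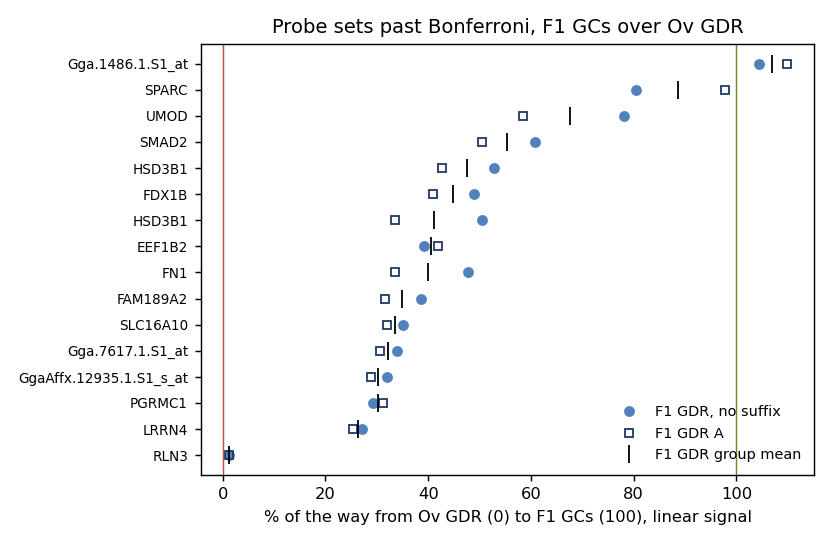
Position of F1 GDR in percent of the way from Ov GDR to F1 GCs on the linear scale, for each of the 16 probe sets past the Bonferroni threshold and each F1 GDR array. RLN3 lies next to the Ov GDR level and the probe set of SPARC shown here close to the F1 GCs level, on both sides of the median of 40.3%. Other probe sets of SPARC, not among the 16, stood at 0.530 and 0.685 of the way.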

Statistical analysis of data obtained after Affymetrix microarray hybridization provided lists of genes differentially expressed in three comparisons: F1 GDR and Ov GDR, F1 GDR and F1 GCs, and Ov GDR and F1 GCs (accession number GSE7805). There were only a few differentially expressed genes in each comparison (fewer than 500 out of 28000 genes on the Chip) (Table 2). Indeed, the first comparison, between the F1 GDR and Ov GDR, showed 92 genes over-expressed at the F1 stage, including one of our *in silico *identified genes (*zpC*). 

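At a Bonferroni adjusted p under 0.05, 8 of 38439 probe sets were higher in F1 GDR than in Ov GDR, and the same 8 were among 16 that were higher in F1 GCs than in Ov GDR. SMAD2, which carries signals of the TGF-beta family into the nucleus, was higher in F1 GDR than in Ov GDR by a log2 difference of 6.48 (SE 0.13, Bonferroni adjusted p = 0.00561), and higher in F1 GCs by 7.33. The other 7 were probe sets of UMOD, FDX1B, PGRMC1, SPARC, HSD3B1 and FAM189A2 and one with no gene symbol. The further probe sets higher in F1 GCs included RLN3, FN1, EEF1B2, a subunit of the translation elongation factor, SLC16A10, a transporter of amino acids, and LRRN4. SMAD2, EEF1B2, SLC16A10 and LRRN4 were chosen after their values were seen. With limma, 0 probe sets passed this threshold as higher in Ov GDR than in F1 GDR, 0 as higher in Ov GDR than in F1 GCs, 0 as higher in F1 GDR than in F1 GCs and 0 in the opposite direction. In the same order, 4303, 8550, 2995 and 3878 had an unadjusted p under 0.05. Such counts, here and below, are not calls, since a share of 0.05 of unchanged probe sets passes that level by chance. Small differences from the higher background of the Ov GDR arrays can also enter the counts for Ov GDR. A plain t-test with a separate variance for each probe set gave Bonferroni counts of 0, 2, 2 and 0. The paper's methods instead pool variances within subgroups of genes. A variance mixture rebuilt from these methods gave 135, 1156, 1608 and 1867. With equal levels of the reporter genes ACTB, GAPDH and EEF1A1, limma gave far more Bonferroni calls in every direction, as the closing section lists. All probe sets of the same level then shared a variance. The 8 became 3 without the Ov GDR array lacking a suffix, 4 without Ov GDR A, 1 and 2 without the F1 GDR arrays (the one without a suffix and A) and 1 without either F1 GCs array, and the 16 became 5, 6, 0, 0, 1 and 1 in that order. Without the Ov GDR arrays, 5 and 8 probe sets were higher in Ov GDR than in F1 GDR, and as many than in F1 GCs; between F1 GDR and F1 GCs, 1 and 2 were higher in F1 GDR without the F1 GDR arrays and 1 was higher in F1 GCs without either F1 GCs array.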

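In F1 GDR 625 probe sets were higher than in Ov GDR, and they carried 447 gene symbols. Limma on only the 4 arrays compared gave 0, as did the plain test with a separate variance for each probe set. With limma on all arrays 2896 had an unadjusted p under 0.05. Other fits gave 28 (the suffix as a block), 833 (no trend) and 1591 (the rebuilt variance mixture). ZP3 (zpC), a protein of the egg coat, had mean log2 values of 7.91 ± 0.49 in Ov GDR and 13.92 ± 0.07 in F1 GDR (SD, n = 2 pools), an at least 64.4-fold difference, since F1 GDR stands near the top of the scale (log2 difference 6.01, SE 0.23, adjusted p = 0.00593). UMOD, the symbol the array's annotation gives for the egg coat gene zpD, was 602-fold higher in F1 GDR (log2 difference 9.23, SE 0.26, adjusted p = 0.00467). Steroid synthesis was represented by FDX1B (322-fold higher), HSD3B1 (at least 253-fold) and CYP11A1, which cleaves the side chain of cholesterol (180-fold). LHCGR, the receptor of luteinizing hormone, was higher by a log2 difference of 4.57 (adjusted p = 0.00593). ID2, an inhibitor of helix-loop-helix transcription factors, was at least 293-fold higher, SELENOP1, which carries selenium in plasma, 282-fold, and NELL2, a secreted protein, 243-fold; another probe set of SELENOP1 was called lower in F1 GCs than in Ov GDR, by -0.46. C11orf96 was 307-fold (189 without Ov GDR A and 499 without the other Ov GDR array) and FAM189A2 241-fold higher. Of the probe sets called in this comparison 87.4% were higher in F1 GDR. With the arrays set to equal levels of the reporter genes ACTB, GAPDH and EEF1A1 this share was 46.0% (792 higher and 930 lower). The median log2 difference over all probe sets then moved from -0.05 to -0.51. This shift came mostly from EEF1A1, with a log2 difference of 1.14 between F1 GDR and Ov GDR, against 0.17 for GAPDH and 0.05 for ACTB. Without the Ov GDR array lacking a suffix 1385 probe sets were higher in F1 GDR and 2349 in Ov GDR, and without Ov GDR A 2152 and 4390; without the F1 GDR arrays 16 and 6 were higher in F1 GDR, and without either F1 GCs array 1. No call of a named gene in this comparison held without an F1 GDR or an F1 GCs array, whereas nearly all held without an Ov GDR array. The pooled variance lacks the spread of a group left with 1 array. That spread was largest in Ov GDR (SD of the difference between its arrays 0.82, against 0.43 in F1 GDR and 0.30 in F1 GCs). Calls kept without an Ov GDR array therefore do not show that they are robust to that group. The F1 GCs arrays do not enter this log2 difference. Leaving one out keeps the difference as it was and changes only the pooled variance and its degrees of freedom. Calls lost in that way therefore do not show that the difference depends on an F1 GCs array.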

In the second comparison, between F1 GDR and F1 GCs, 342 differentially expressed genes were identified. These genes involved 104 genes over-expressed in F1 GCs and 238 genes over-expressed in F1 GDR. 

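RLN3, the relaxin family hormone, had mean log2 values of 6.92 ± 0.06 in F1 GDR and 13.00 ± 0.13 in F1 GCs (SD, n = 2 pools), a log2 difference of -6.08 for F1 GDR against F1 GCs (SE 0.24, adjusted p = 0.0189). SLC12A2, a cotransporter of sodium, potassium and chloride, was 57.5-fold higher in F1 GCs (adjusted p = 0.0242) and SULF1, a sulfatase that acts on heparan sulfate, 34.9-fold (adjusted p = 0.0189). In the opposite direction, WNT4, a signalling protein of the developing ovary, was 89.7-fold higher in F1 GDR (10.14 ± 0.45 against 3.65 ± 1.43, adjusted p = 0.0284). DUSP4, a phosphatase that switches off MAP kinases, was 60.4-fold higher in F1 GDR, and AKR1D1, a reductase of steroids, 58.6-fold. KNSTRN, a protein of the spindle and kinetochore, was 53.5-fold higher and NCAPG, a subunit of condensin, 52.6-fold. The fold of WNT4 was 44.6 without F1 GCs A and 181 without the other F1 GCs array, that of KNSTRN 26.6 and 108, and that of NCAPG 23.1 and 120. In all, 1187 probe sets were higher in F1 GCs and 809 in F1 GDR, with 719 and 620 gene symbols. With the suffix as a block limma gave 0 and 0 (3878 and 2995 had an unadjusted p under 0.05 with all arrays). The plain test with a separate variance for each probe set gave 0 and 2. Limma on only the 4 arrays compared gave 1801 and 1562, and the rebuilt variance mixture 4017 and 3415. Without the F1 GDR array lacking a suffix, 0 were higher in F1 GCs and 19 in F1 GDR, and without F1 GDR A 0 and 4; without the F1 GCs array lacking a suffix they were 337 and 67, without F1 GCs A 24 and 0, without the Ov GDR array lacking a suffix 1792 and 1531, and without Ov GDR A 1777 and 1525. Of 76 calls of named genes in this comparison none held without F1 GCs A (adjusted p from 0.0535 to 0.304) or without an F1 GDR array (adjusted p of 0.0568 and more), and 15 held without the F1 GCs array lacking a suffix.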

Five of our *in silico *identified genes *btg4*, *chkmos*, *dazL*, *zpA *and *ktfn *were found among the latter genes over-expressed in F1 GDR (Table 2). 

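All 5 genes were higher in F1 GDR than in F1 GCs. The largest log2 difference was that of DAZL, an RNA-binding protein of germ cells, at 5.08 (SE 0.62, adjusted p = 0.0307, 33.9-fold). BTG4, which takes part in removing maternal mRNA, followed at 5.01 (SE 0.53, adjusted p = 0.0271, 32.3-fold). The difference was 4.14 for ktfn, which the annotation names LOC424577 (SE 0.58, adjusted p = 0.0360, 17.6-fold), and 3.63 for ZP2 (zpA), a protein of the egg coat (SE 0.42, adjusted p = 0.0291, 12.4-fold). MOS (chkmos), a kinase that holds the egg in meiosis, was at background on both F1 GCs arrays and was at least 7.17-fold higher in F1 GDR (log2 difference 3.36, SE 0.48, adjusted p = 0.0372). Each of the 5 calls held only without 1 of the Ov GDR arrays, and the highest adjusted p was 0.113 for BTG4 without F1 GDR A and, without F1 GCs A, 0.140 for DAZL, 0.128 for ZP2, 0.186 for ktfn and 0.193 for MOS.

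**Figure D2:**
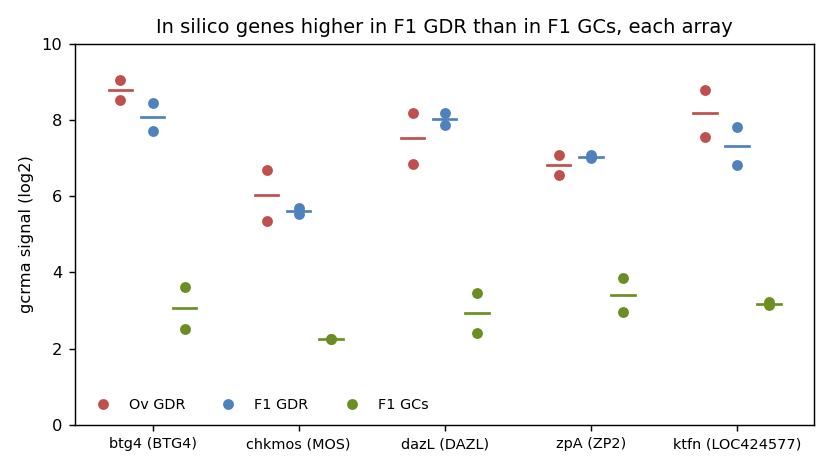
Log2 values of BTG4, MOS, DAZL, ZP2 and ktfn on each of the 6 arrays, with the mean of each group of 2 pools. The F1 GDR points of every gene lie above its F1 GCs points, by 5.08 for DAZL and 3.36 for MOS on average.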

The third analysis compared the expression of genes between F1 GCs and Ov GDR. We obtained a set of 448 genes that were differentially expressed between F1 GCs and Ov GDR, of which 392 genes were over-expressed in F1 GCs and 56 genes were over-expressed in Ov GDR. 

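Between F1 GCs and Ov GDR 3284 probe sets were higher in F1 GCs and 2502 in Ov GDR. These counts were 272 and 150 by the plain t-test, 2328 and 1046 with the suffix as a block, and 2244 and 1151 on only the 4 arrays compared. HSD3B1 was at least 532-fold higher in F1 GCs, CYP11A1 515-fold and FDX1B 718-fold (adjusted p from 0.00222 to 0.00268), and NR5A2, a nuclear receptor that switches on genes of steroid synthesis, at least 265-fold (adjusted p = 0.00414). PGRMC1 was at least 457-fold higher (adjusted p = 0.00222), RLN3 334-fold, and INHA, the alpha subunit of inhibin, at least 182-fold. LHCGR was higher in F1 GCs by a log2 difference of 5.37 (SE 0.17, adjusted p = 0.00268). C11orf96 was 579-fold higher, PLBD1 561-fold, HHIPL2 at least 348-fold and BDP1, a subunit of the RNA polymerase III initiation factor, at least 339-fold. In Ov GDR WNT4 was 150-fold higher than in F1 GCs (adjusted p = 0.00757), KNSTRN 129-fold and AKR1D1 94.3-fold. EPCAM, an adhesion molecule of epithelia and germ cells, was 91.7-fold higher in Ov GDR (adjusted p = 0.0324), CLDN1, a protein of tight junctions, 91.2-fold, and AURKB, a kinase of chromosome segregation, 83.4-fold (adjusted p = 0.0269). Leaving out F1 GCs A and then the other F1 GCs array gave folds of 27.3 and 309 for EPCAM, 28.6 and 243 for AURKB, 39.2 and 212 for CLDN1, 74.3 and 301 for WNT4 and 64.0 and 259 for KNSTRN. Without Ov GDR A and then the other Ov GDR array the folds were 1214 and 260 for PLBD1, 356 and 941 for C11orf96 and 56.1 and 158 for AKR1D1. The share of called probe sets that were higher in F1 GCs was 56.8%, and with equal reporter gene levels 42.7% (2467 against 3307), where the median log2 difference over all probe sets was -0.50 in place of -0.07. Without F1 GCs A 1215 probe sets were higher in F1 GCs and 179 in Ov GDR, and without the F1 GCs array lacking a suffix 1501 and 360; without the F1 GDR arrays the count for Ov GDR was 1150 and 1136, and without the Ov GDR arrays 5774 and 8726. Calls of named genes in this comparison were lost most often without an F1 GCs array and least often without an Ov GDR array. In the latter case the large spread of the Ov GDR arrays leaves the pooled variance.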

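Among the genes found by the in silico approach, BTG4 was 52.5-fold lower in F1 GCs than in Ov GDR (log2 difference -5.71, adjusted p = 0.00654), a call that held with each of the 6 arrays left out (highest adjusted p 0.0444). DAZL, the germ cell RNA-binding protein, was lower in F1 GCs by -4.58 (adjusted p = 0.0149), ktfn 31.9-fold (adjusted p = 0.0104), the egg coat gene ZP2 by -3.41 (adjusted p = 0.0118) and the meiotic kinase MOS, at background there, at least 9.59-fold (adjusted p = 0.0129). The fold of DAZL was 15.1 without Ov GDR A and 38.1 without the other Ov GDR array, and that of ktfn 48.9 and 20.9. ZP3 (zpC) was at least 67.8-fold higher in F1 GCs, where it stands near the top of the scale (log2 difference 6.08, adjusted p = 0.00268), and this call too held with each array left out (highest adjusted p 0.0325). Without F1 GCs A the adjusted p was 0.0962 for DAZL, 0.0819 for ktfn, 0.0799 for ZP2 and 0.0967 for MOS.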

We found 1 of our *in silico *identified genes among these genes, (*btg4*) (Table 2). The Venn diagram (Fig. 2) shows overlapping differentially expressed genes between different dataset comparisons. 

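ALB, which encodes serum albumin, had mean log2 values of 2.81 ± 0.02 in Ov GDR, 7.60 ± 0.13 in F1 GDR and 11.66 ± 0.32 in F1 GCs (SD, n = 2 pools), and so differed between F1 GCs and each of the other groups. PDLIM4, a protein that binds the actin cytoskeleton, was 12.7-fold lower in F1 GDR and 159-fold lower in Ov GDR than in F1 GCs. EPHX1L was 13.7-fold lower in F1 GDR and at least 63.5-fold lower in Ov GDR. FABP7, a fatty acid binding protein, went the other way and was higher than in F1 GCs by a log2 difference of 3.91 in F1 GDR, with -4.25 for F1 GCs against Ov GDR. In total 1803 probe sets were called both between F1 GDR and F1 GCs and between F1 GCs and Ov GDR. Between F1 GDR and F1 GCs 24 probe sets were called without F1 GCs A, all higher in F1 GCs, and 19 and 4 without the F1 GDR arrays, all higher in F1 GDR.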

Eighty-five differentially expressed genes were common for two comparisons (F1 GCs and Ov GDR, and F1 GCs and F1 GDR). 

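WEE1, a kinase that restrains entry into mitosis, stepped up from Ov GDR, where it was at background (2.56 ± 0.07), to F1 GDR (6.82 ± 0.05) and to F1 GCs (8.63 ± 0.03; SD, n = 2 pools), and each of its 3 differences passed the test (adjusted p from 0.00268 to 0.0363). INHA, the inhibin subunit, also differed in all 3 comparisons, at least 32.3-fold higher in F1 GDR than in Ov GDR, where it was at background, and with a log2 difference of -2.49 between F1 GDR and F1 GCs (adjusted p = 0.0497). SQLE, an enzyme of cholesterol synthesis, stood at 6.55, 8.54 and 10.96, and TET2, which oxidizes methylated DNA, at 4.61, 7.12 and 9.32, in the same order of groups. In all, 161 probe sets were called in the 3 comparisons, and 207 were called in both comparisons that involve F1 GDR. The calls of these 4 genes against F1 GDR were lost without F1 GCs A and without either F1 GDR array, as for the other genes named for those comparisons, for which the adjusted p then ran up to 0.304.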

Only one gene was common for the comparisons between F1 GDR and F1 GCs, and F1 GDR and Ov GDR and 1 gene was common for all three comparisons. F1 GDR samples contained a quantity of granulosa cells in contrast to Ov GDR samples which were free of granulosa cells. Analysis of the redundancy of over-expressed genes between different comparisons was therefore performed in order to distinguish between genes found over-expressed in F1 GDR samples due to granulosa cell contamination and those really over-expressed in the oocyte (Fig. 3). This analysis revealed that 85 of 92 genes over-expressed in F1 GDR were also over-expressed in F1 GCs, both compared to Ov GDR, indicating that these genes characterized granulosa cell expression rather than variation in the expression between F1 GD and Ov GD. Thus only 7 genes should be considered as overexpressed in F1 GD compared to Ov GD. Moreover, of the 104 genes overexpressed in F1 GCs compared to F1 GDR, 36 were also overexpressed in F1 GCs compared to Ov GDR. Consequently, taking into account the latter redundancy, a total of 460 genes was overexpressed in granulosa cells compared to oocytes. On the other hand 49 genes were redundant among genes overexpressed in the Ov GDR and F1 GCs, and F1 GDR and F1 GCs comparisons.

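CTSA, a protease of the lysosome, was 83.9-fold higher in F1 GDR than in Ov GDR and 174-fold higher in F1 GCs than in Ov GDR. FN1, the matrix protein fibronectin, was 106-fold and 256-fold higher, NELL2 243-fold and 377-fold, and BDP1 at least 118-fold and at least 339-fold, in the same order. HHIPL2 was at least 154-fold higher in F1 GDR. Of the 625 probe sets higher in F1 GDR than in Ov GDR, 568 (90.9%) were also higher in F1 GCs than in Ov GDR, where 53.4 would be expected of independent lists. Both comparisons use the same Ov GDR arrays, so their lists are not independent. Across probe sets, which are not independent replicates, the log2 differences from Ov GDR had a correlation of 0.725, against 0.502 in 20 simulations of unchanged groups with that sharing. Their covariance was 0.684 against 0.0597. The simulations gave all groups the same spread, whereas the shared Ov GDR arrays spread more (SD of their difference 0.82, against 0.43 in F1 GDR and 0.30 in F1 GCs). The simulated values are therefore too low, and the simulations cannot decide whether the correlation exceeds that from sharing. Every one of the named genes above lost its call between F1 GDR and Ov GDR without an F1 GDR array. The same held without an F1 GCs array, which this difference does not use and which changes only the pooled variance and its degrees of freedom. From this overlap the paper concludes that the shared genes reflect the expression of granulosa cells and not a difference between the germinal discs of F1 and ovulated oocytes.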

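CLDN11, a protein of tight junctions, was higher in F1 GDR than in Ov GDR by a log2 difference of 3.75 (adjusted p = 0.0121) and higher than in F1 GCs by 4.09. RELN, the secreted glycoprotein reelin, was higher in F1 GDR by 3.38 and 3.51 against Ov GDR and F1 GCs, and CLU, the extracellular chaperone clusterin, by 3.82 and 2.38. PRMT5, an arginine methyltransferase, was higher by 3.02 and 2.38 and KAT5, an acetyltransferase, by 2.74 and 2.28. TDRD5, a protein of the germ line, was at background in both other groups and higher at least 2.70-fold and at least 3.49-fold, and NOBOX, a transcription factor of oocytes and at background in Ov GDR, at least 1.47-fold and 1.80-fold, at a low level (3.70 ± 0.12 in F1 GDR; SD, n = 2 pools). These genes belonged to 57 probe sets that were higher in F1 GDR than in Ov GDR and were not called higher in F1 GCs than in Ov GDR. In 34 of the 57 the mean of F1 GCs was still above that of Ov GDR, and 46 were higher in F1 GDR than in F1 GCs as well. CLDN11, RELN, CLU and KAT5 were chosen after their values were seen. With 1 of the F1 GDR arrays left out only 16 and 6 probe sets in all were higher in F1 GDR than in Ov GDR, and with an F1 GCs array left out 1.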

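NR5A2, the nuclear receptor of steroid synthesis, was 27.2-fold higher in F1 GCs than in F1 GDR (log2 values 11.19 ± 0.21 and 6.43 ± 1.11, SD, n = 2 pools; adjusted p = 0.0310). STARD4, a carrier of cholesterol, was higher in F1 GCs than in F1 GDR by 9.36-fold and than in Ov GDR by 44.9-fold. LOC426093 was 31.4-fold and 534-fold higher in the same order and SUSD1 26.1-fold and at least 35.9-fold. Of the 1187 probe sets higher in F1 GCs than in F1 GDR, 1155 (97.3%) were also higher in F1 GCs than in Ov GDR, with 101 expected of independent lists, which these are not, because they share the F1 GCs arrays. Across probe sets the 2 differences had a correlation of -0.796 against -0.501 in simulations of unchanged groups with that sharing. The simulations gave all groups the same spread, which these arrays did not have. The fold of NR5A2 between F1 GCs and F1 GDR was 15.8 without F1 GDR A and 46.9 without the other F1 GDR array. Without F1 GCs A 24 of the tested probe sets were higher in F1 GCs than in F1 GDR, and without an F1 GDR array 0 with limma, against 3878 at an unadjusted p under 0.05 with all arrays.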

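Genes of cholesterol synthesis and transport were among those higher in F1 GCs than in at least 1 of the germinal disc groups. HMGCS1, which acts at the start of the pathway, was 57.3-fold higher in F1 GCs than in Ov GDR, DHCR7, which acts at its end, 49.2-fold, and SC5D 44.3-fold. STAR, which moves cholesterol into mitochondria for steroid synthesis, was 97.2-fold higher than in Ov GDR (9.77 ± 0.39 against 3.16 ± 0.81, SD, n = 2 pools; adjusted p = 0.00761), and its log2 difference of -3.28 between F1 GDR and F1 GCs had an adjusted p of 0.0700. INHBA, a subunit of activin and inhibin, was 59.1-fold higher than in Ov GDR. These folds were 32.0 for HMGCS1, 19.0 for DHCR7, 28.8 for SC5D and 35.3 for INHBA without Ov GDR A, and 103, 127, 68.1 and 99.0 without the other Ov GDR array. Taking either comparison, 3316 probe sets were higher in F1 GCs. Without F1 GCs A 1215 were higher in F1 GCs than in Ov GDR and 24 than in F1 GDR.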

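Genes of cell division were among those higher in both germinal disc groups than in F1 GCs. CKS2, a binding partner of cyclin-dependent kinases, was 37.9-fold higher in F1 GDR and 40.5-fold higher in Ov GDR than in F1 GCs. NEK2, a kinase of the centrosome, was 35.2-fold and 33.9-fold higher, MCM2, a subunit of the replicative helicase, 21.7-fold and 41.1-fold, MCM5, another subunit, 25.9-fold and 40.1-fold, and EXO1, an exonuclease of DNA repair, 23.9-fold and 27.3-fold. UBE2U, a ubiquitin-conjugating enzyme, had mean log2 values of 9.02 ± 0.97 in Ov GDR, 9.03 ± 0.24 in F1 GDR and 3.38 ± 1.02 in F1 GCs (SD, n = 2 pools). Of the 809 probe sets higher in F1 GDR than in F1 GCs, 643 (79.5%) were also higher in Ov GDR, where 52.7 would be expected of independent lists. Both comparisons use the same F1 GCs arrays, so these lists are not independent. Leaving out F1 GCs A gave folds against F1 GDR and then Ov GDR of 20.0 and 21.3 for CKS2, 17.5 and 16.9 for NEK2 and 12.7 and 23.9 for MCM2, and leaving out the other F1 GCs array 72.1 and 77.1, 70.8 and 68.1, and 37.4 and 70.6. The fold of MCM5 against Ov GDR was 21.3 without Ov GDR A and 75.4 without the other Ov GDR array. Without F1 GCs A the count of probe sets higher in F1 GDR than in F1 GCs was 0 with limma (2995 at an unadjusted p under 0.05 with all arrays), and without the F1 GDR arrays it was 19 and 4.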

**Figure 1:**
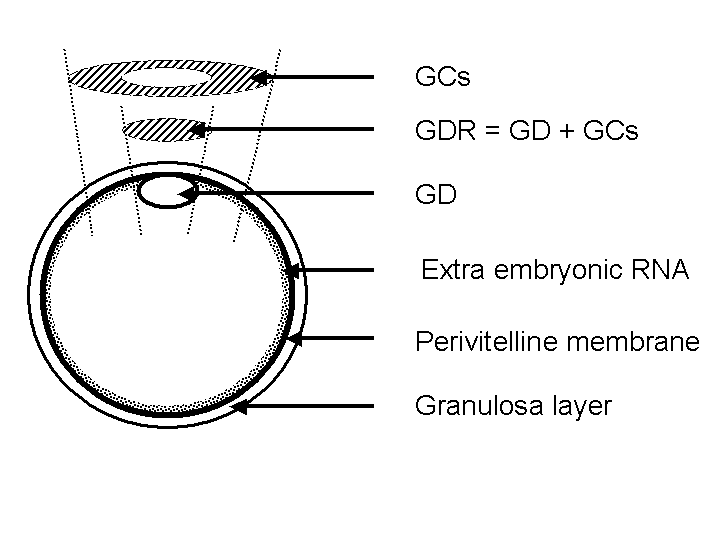
**Schematic representation of avian oocyte**. The oocyte is delimited by the perivitelline membrane, and the overlying layer of granulosa cells (GCs). Inside the oocyte, the perivitelline membrane is covered by extra-embryonic RNA. At the top of the oocyte, the germinal disc (GD) is visible. The GD with the overlying GCs constituted the germinal disc region (GDR). Two hatched area represent two different samples used in this study. The GDR comprises the GD and the lowest possible number of GCs, and GCs comprises by the GCs located in the vicinity of the GDR. Both samples are localized on the apical part of the oocyte.

**Figure 2:**
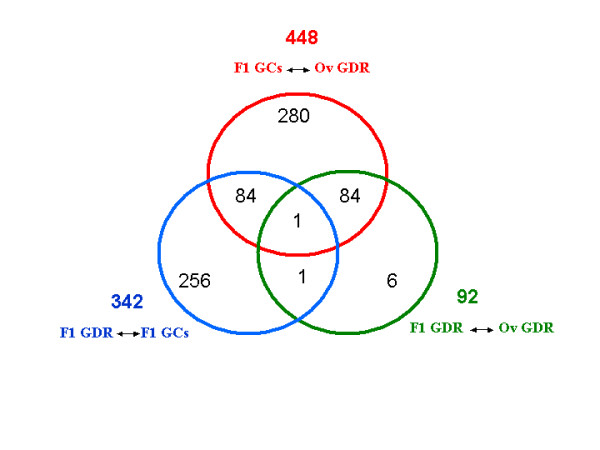
**The relationships between differentially expressed genes in different comparisons**. Diagram shows the overlap of differentially expressed genes in different comparisons. Each circle represents the total number of differentially expressed genes in one comparison. The overlapping areas represent differentially expressed genes common for different comparisons.

**Figure 3:**
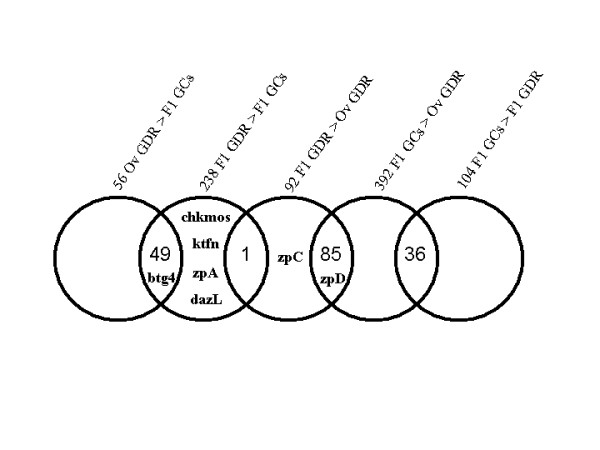
**The relationships between overexpressed genes in different comparisons**. Diagram shows the overlap of overexpressed genes in different comparisons. Each circle represents the total number of overexpressed genes in one comparison. The overlapping areas represent overexpressed genes common for different comparisons. Genes identified by the *in silico *approach and found to be overexpressed in different comparisons on the chips are indicated.

**Table 2:** Genes differentially expressed in Affymetrix experiment. Bold text represents genes that were further studied using real time RT-PCR

Affymetrix reference	Accession number	Gene name found by Blast search	Abbreviation of genes studied	Fold change	Comparison	Number of overexpressed genes
Gga.305.1.S1_at	NM_204783.1	Gallus gallus wingless-type MMTV integration site family, member 4		150	F1 GCs and Ov GDR	56 genes overexpressed in Ov GDR
GgaAffx.13126.1.S1_at	AJ721023	Gallus gallus mRNA for hypothetical protein, clone 32l2		129		
Gga.5341.1.S1_at	BU365377	Finished cDNA, clone ChEST746h6		105		
Gga.7980.1.S1_at	CD730241	similar to Interferon regulatory factor 6		102		
Gga.4536.2.S1_a_at	BX934646.1	aldo-keto reductase family 1, member D1 (delta 4-3-ketosteroid-5-beta-reductase)		94		
Gga.9136.2.S1_a_at	CD740066	Gallus gallus tumor-associated calcium signal transducer 1		92		
GgaAffx.11525.1.S1_s_at	AJ719422	Gallus gallus claudin 1		91		
GgaAffx.20379.1.S1_at	CR524236.1	Finished cDNA, clone ChEST914o3		90		
Gga.9936.1.S1_at	BX936026.2	Amyotrophic lateral sclerosis 2 chromosomal region candidate gene protein 7		83		
Gga.5597.1.S1_at	BU450115	B-cell translocation gene 4	**btg4**	52		

Gga.14454.1.S1_at	NM_213576.1	zona pellucida protein D	**zpD**	890	F1 GCs and Ov GDR	392 genes overexpressed in F1 GCs
Gga.12391.1.S1_at	BX935169.2	Gallus gallus similar to adrenodoxin homolog		718		
Gga.1824.1.S1_at	BU350625	Gallus gallus finished cDNA, clone ChEST974b18		703		
Gga.6358.1.S1_at	BX265773	Gallus gallus similar to chromosome 9 open reading frame 61		687		
Gga.596.1.S2_at	NM_205118.1	Gallus gallus 3beta-hydroxysteroid dehydrogenase/delta5-delta4 isomerase		667		
Gga.17706.1.S1_at	CR388473.1	Gallus gallus finished cDNA, clone ChEST591g11		579		
Gga.3095.1.S1_a_at	BX932425.2	similar to hypothetical protein FLJ22662		561		
Gga.13065.1.S1_at	BU424424	Gallus gallus finished cDNA, clone ChEST537h21		559		
GgaAffx.5954.1.S1_at	ENSGALT00000015374.1	Gallus gallus similar to LRTS841		557		
GgaAffx.24194.1.S1_at	ENSGALT00000021874.1	Gallus gallus similar to CG8947-PA		534		

Gga.305.1.S1_at	NM_204783.1	Gallus gallus wingless-type MMTV integration site family, member 4		90	F1 GDR and F1 GCs	238 genes overexpressed in F1 GDR
Gga.7980.1.S1_at	CD730241	similar to Interferon regulatory factor 6		80		
Gga.6103.1.S1_x_at	BU242707	Gallus gallus similar to CG31613-PA		75		
Gga.4901.1.S1_at	BU424477	Gallus gallus similar to carbonic anhydrase 9		72		
Gga.9136.2.S1_a_at	CD740066	Gallus gallus tumor-associated calcium signal transducer 1		66		
Gga.5133.1.S1_at	NM_204218.1	Gallus gallus deleted in azoospermia-like	**dazL**	34		
Gga.5597.1.S1_at	BU450115	B-cell translocation gene 4	**btg4**	33		
Gga.8089.1.S1_at	BU258896	Gallus gallus similar to Kruppel-like transcription factor neptune	**ktfn**	18		
Gga.5714.1.S1_at	BX268842	Gallus gallus similar to zona pellucida A	**zpA**	12		
GgaAffx.9819.1.S1_at	ENSGALT00000024851.1	oocyte maturation factor Mos	**chkmos**	10		

Gga.9254.1.S1_at	CF384921			120	F1 GDR And F1 GCs	104 genes overexpressed in F1 GCs
GgaAffx.96.1.S1_s_at	ENSGALT00000000192.1	Gallus gallus similar to CG8947-PA		68		
Gga.12454.1.S1_at	BU435007	similar to relaxin 3 preproprotein		68		
Gga.11031.1.S1_at	BU450054	Gallus gallus finished cDNA, clone ChEST699k2		56		
GgaAffx.24194.1.S1_at	ENSGALT00000021874.1	Gallus gallus similar to CG8947-PA		31		
Gga.572.1.S1_at	NM_205078.1	Gallus gallus nuclear receptor subfamily 5, group A, member 2		27		
Gga.10434.1.S1_at	BX933855.1	Gallus gallus similar to chromosome 9 open reading frame 61		19		
Gga.4510.1.S1_a_at	NM_205261.1	Gallus gallus finished cDNA, clone ChEST159o8		17		
Gga.7212.1.S1_at	BU124346	Gallus gallus similar to Ephx1 protein		14		
Gga.3667.1.S1_at	NM_204839.1	Gallus gallus reversion-induced LIM protein		13		

Gga.14454.1.S1_at	NM_213576.1	Gallus gallus zona pellucida protein D	**zpD**	602	F1 GDR And Ov GDR	92 genes overexpressed in F1 GDR
Gga.12391.1.S1_at	BX935169.2	similar to adrenodoxin homolog – chicken		321		
Gga.596.1.S2_at	NM_205118.1	Gallus gallus 3beta-hydroxysteroid dehydrogenase delta5-delta4 isomerase		317		
Gga.17706.1.S1_at	CR388473.1	Finished cDNA, clone ChEST591g11		307		
GgaAffx.5954.1.S1_at	ENSGALT00000015374.1	similar to LRTS841		247		
Gga.6358.1.S1_at	BX265773	weak similarity to HUMAN Putative protein X123		240		
Gga.1824.1.S1_at	BU350625	Finished cDNA, clone ChEST974b18		213		
Gga.13065.1.S1_at	BU424424	Finished cDNA, clone ChEST738j4		195		
Gga.3095.1.S1_a_at	BX932425.2	similar to hypothetical protein FLJ22662		183		
Gga.7210.1.S1_at	NM_204389.1	Gallus gallus zona pellucida glycoprotein 3	**zpC**	64		

Based on GO annotation the genes upregulated in GCs were mostly related to metabolic processes, transport, proteolysis, regulation of transcription, immune response and cell adhesion, whereas genes preferentially expressed in GDR were preferentially involved in cell cycle, chromosome organization, phosphorylation of proteins, regulation of transcription, multicellular organism development and DNA metabolic processes (Fig. 4).

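Of 65 measured genes of cell cycle and spindle, 29 were higher in F1 GDR than in F1 GCs and 1 was lower (46 and 1 when adjusted over the list alone), and 42 were lower in F1 GCs than in Ov GDR with 2 higher (51 and 2 when adjusted over the list alone). CCNB3, a cyclin of meiosis, was 14.1-fold higher in F1 GDR and 10.5-fold higher in Ov GDR than in F1 GCs. Of 58 genes of DNA replication and repair, 21 were higher in F1 GDR and none was lower (38 and 0 when adjusted over the list alone), and 28 were higher in Ov GDR (33 when adjusted over the list alone), such as CDT1, which licenses origins of replication (23.1-fold in F1 GDR, 12.4 without F1 GCs A and 42.9 without the other F1 GCs array), and BARD1, the partner of BRCA1 (41.2-fold in Ov GDR). Limma's camera test of these lists gave adjusted p = 2.9e-16 and 1.06e-10 for the cell cycle and 5.36e-12 and 1.05e-06 for DNA replication, and no call remained with an estimated correlation (adjusted p = 0.355, 0.447, 0.355 and 0.461 with an estimated correlation). No list of any kind was called by camera with that setting (lowest adjusted p 0.326), also none whose estimated correlation lay below the preset 0.01. Calls lost with it therefore cannot be put down to correlation between genes alone. Of 53 genes of chromatin and chromosome organization, 6 were higher and 4 lower in F1 GDR than in F1 GCs (18 and 6 when adjusted over the list alone), and 14 were lower and 6 higher in F1 GCs than in Ov GDR (22 and 8 when adjusted over the list alone), among them NASP and CHAF1B, which carry histones to DNA (5.82-fold and 9.70-fold higher in F1 GDR), and TET2 and MBD3, a reader of methylated DNA, which were higher in F1 GCs. For chromatin the camera test gave adjusted p = 0.0254 between F1 GDR and F1 GCs (adjusted p = 0.447 with an estimated correlation, and 0.116 without the F1 GDR array lacking a suffix) and 0.115 between F1 GCs and Ov GDR. In F1 GDR against Ov GDR 2 cell cycle genes were higher, WEE1 and CDC23 (2 when adjusted over the list alone, camera adjusted p = 0.290). In this comparison 1 DNA replication gene was lower, FANCI, and 3 chromatin genes were higher (5 higher and 1 lower when adjusted over the list alone). With equal levels of the reporter genes 2 chromatin genes were higher and 6 lower, 2 cell cycle genes higher and 3 lower, and 0 DNA replication genes higher and 3 lower.

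**Figure D3:**
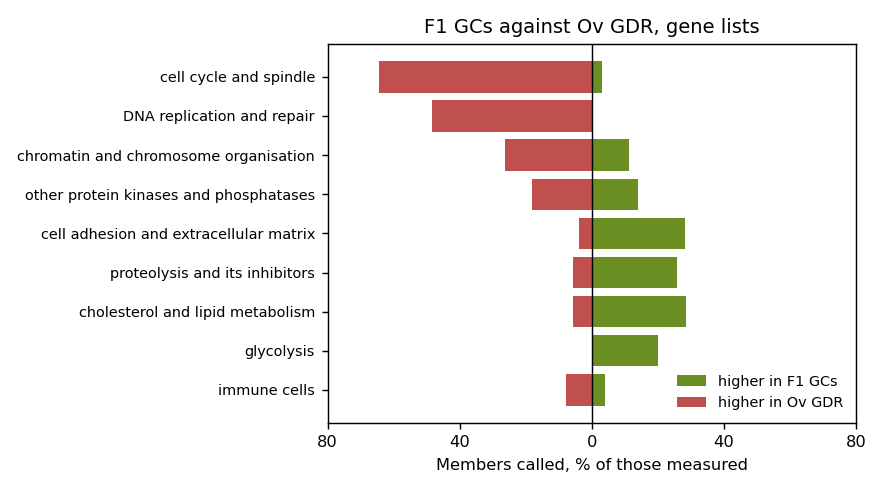
Percent of the measured members of each gene list that were higher in F1 GCs or higher in Ov GDR at an adjusted p under 0.05 in F1 GCs against Ov GDR. Cell cycle has 42 of 65 members higher in Ov GDR, and adhesion has 15 of 53 higher in F1 GCs.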

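Cell adhesion and extracellular matrix had 15 of 53 genes higher and 2 lower in F1 GCs than in Ov GDR (16 and 5 when adjusted over the list alone), with ITGA2, an integrin that binds collagen, 63.1-fold higher, and 6 higher in F1 GDR than in Ov GDR (11 higher and 1 lower when adjusted over the list alone). LAMA2, a laminin chain, was 29.8-fold higher in F1 GCs (18.9 without Ov GDR A and 47.0 without the other Ov GDR array), while another of its probe sets had a log2 difference of -0.88, and 3 adhesion genes were higher in F1 GCs than in F1 GDR and 2 lower (6 and 2 when adjusted over the list alone). The camera test gave adjusted p = 0.0275 for adhesion in F1 GCs against Ov GDR and 0.0439 in F1 GDR against Ov GDR (adjusted p = 0.328 with an estimated correlation for both), although the medians of the list were -0.03 and -0.00 and its means 0.85 and 0.62, and 0.0786 in F1 GDR against F1 GCs. Without 1 array the p-value of adhesion in F1 GDR against Ov GDR was 0.0761 (Ov GDR lacking a suffix), 0.0966 (Ov GDR A), 0.133 (F1 GDR lacking a suffix), 0.0531 (F1 GCs lacking a suffix) and 0.0575 (F1 GCs A). Proteolysis and its inhibitors had 9 of 35 genes higher and 2 lower in F1 GCs than in Ov GDR (10 and 4 when adjusted over the list alone, camera adjusted p = 0.0717), such as LGMN and CTSC, proteases of the lysosome (62.1-fold and 21.4-fold), and CST3, their inhibitor (22.1-fold). In F1 GDR 4 were higher than in Ov GDR (8 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00923, adjusted p = 0.328 with an estimated correlation, and 0.0590 without Ov GDR A), and against F1 GCs 2 were higher, SERPINE2 and PLAU (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.731, ranked lower than other genes with a mean of 0.10).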

**Figure 4:**
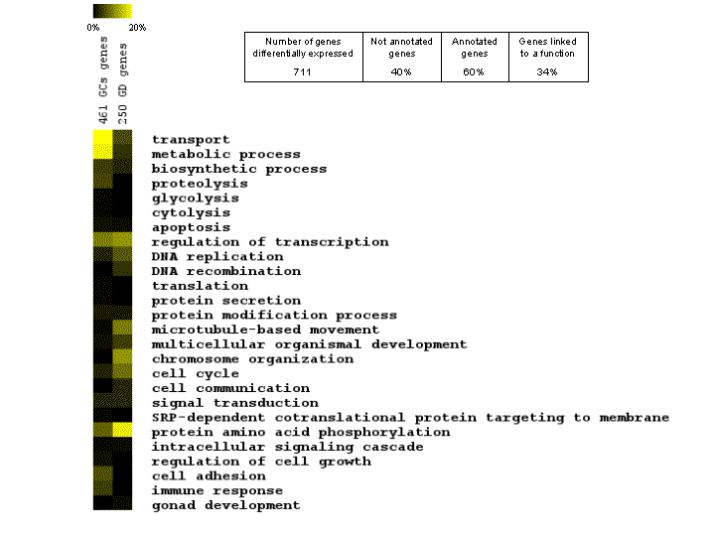
**Gene ontology (GO) classification of genes overexpressed in GDR of mature oocytes and in F1 GCs identified using Affymetrix microarray analysis**. The rows represent percentages of genes linked to a function calculated from a total number of genes linked to any function. The columns present sets of genes overexpressed in different cell layers. GO annotations were found with Netaffx software, as described in *Materials and Methods*.

### Tissular pattern of gene expression

On the basis of the *in silico *and microarray approaches, 17 genes were retained for further study. Among these, 16 genes were found using the *in silico *approach as described above (Table 1), of which 6 genes (*chkmos*, *dazL*, *btg4*, *zpA*,* ktfn *and *zpC*) were also found using the microarray approache (Table 2) and 1 gene (*zpD*) was found only in the microarray approach. 

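UMOD (zpD) had mean log2 values of 3.18 ± 0.36 in Ov GDR and 12.97 ± 0.12 in F1 GCs (SD, n = 2 pools), which makes it 890-fold higher in F1 GCs (log2 difference 9.80, SE 0.26, adjusted p = 0.00257), and the call held with each of the 6 arrays left out (highest adjusted p 0.0325). Among the other genes of the in silico approach, WEE2 (wee), a kinase that keeps oocytes arrested, had log2 values of 3.82 and 7.64 on the Ov GDR arrays and was not called in any comparison. PRDM2 (znfingerRIZ), a zinc finger protein, DLG5 (discs5), a scaffold of cell junctions, and MARK3, a kinase of microtubule-associated proteins, were not called either, with absolute log2 differences of at most 0.73. MSH4, which acts in meiotic recombination, TCF20 (transfact20) and TTC3 (mtprd) were not called by their brightest probe set, although 1 other probe set of each passed the test in one comparison. The FOXL2 transcription factor of granulosa cells was lower in F1 GCs than in Ov GDR by -0.93 (adjusted p = 0.0299), from 11.86 ± 0.21 to 10.93 ± 0.09. DDX4 (cvh), a helicase of germ cells, and BMP15, a growth factor of oocytes, were at background in every group. The paper detects both in the germinal disc region by RT-PCR, so these probe sets do not show that the transcripts are absent. GDF9, a relative of BMP15, and IGF2 were near background at 3.21 and 3.14 in Ov GDR and lower in F1 GCs by -0.39 each (adjusted p = 0.0407 and 0.0469). The background itself was 3.27 and 3.01 on the Ov GDR arrays and 2.76 and 2.78 on the F1 GCs arrays. The probe set for hsf1, annotated as LOC420362, was not called in any comparison, and zar1, fbox and mcmip have no matching probe set in the annotation used here.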

The latter gene was chosen because of its strong involvement in the fertilization process [31]. In contrast to *zpA *and *zpC*, the *zpD *gene was not found in the mouse [32], explaining why it was absent from the list of murine potentially oocyte-specific genes. Four other genes already known for their involvement in final follicular maturation or early embryo development in the chicken or in other vertebrates were added (*foxL2 *[33], *igf2 *[34,35], *hsf1 *[36], and *cvh *[23]) (Table 3). Finally 21 chicken genes were further studied. Real time RT-PCR performed on 11 adult tissue samples (total ovary, spleen, intestine, gizzard, liver, heart, skin, brain, pectoralis muscle, lung and pituitary gland) revealed differences in the specificity of their tissular expression patterns. Tissular expression profiles of some of these genes are presented on Fig. 4. Seven of these genes (*dazL*, *wee*, *zar1*, *zpA, btg4*, *zpC *and *chkmos*) were specifically expressed in the ovary (Fig 5A). The specificity of *zpC *and *chkmos *has previously been described and our results concerning these genes (data are not shown) were in accordance with the literature ([37] and [38], respectively). Eight genes were preferentially and strongly expressed in the ovary (Fig. 5B). Three genes from last group were slightly expressed in another tissue: *fbox *and *zpD *in the pituitary gland and *ktfn *in the muscle. We also confirmed preferential ovarian expression of *cvh *[23] and *foxL2 *[33], as well as a low expression of the latter in the pituitary gland (data not shown). Three other genes from this group (*igf2*, *mark3 *and *znfingerRIZ*) were slightly expressed in other tissues, in addition to the ovary. The last 6 genes (*trans fact 20*, *msh4*, *mtprd*, *mcmip*, *discs5 *and *hsf1*) were expressed as highly in the ovary as in other tissues (data not shown).

**Figure 5:**
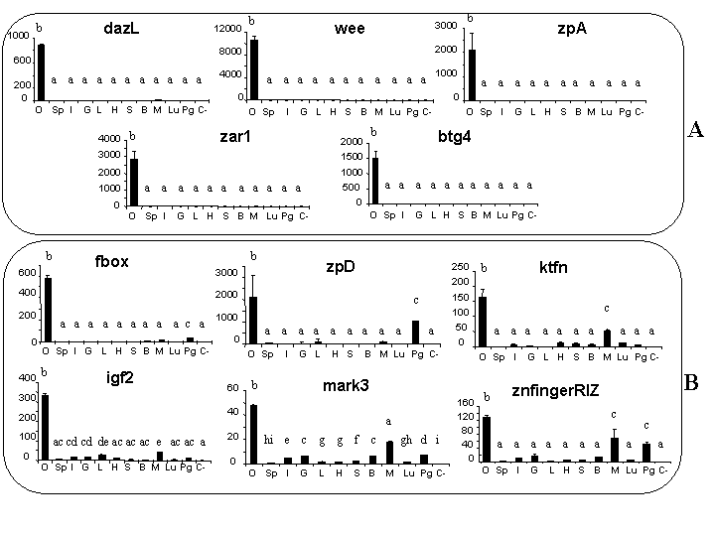
**Real-time PCR analysis of the expression of candidate genes in hen tissues**. Total RNA was isolated from whole ovary (O), spleen (Sp), intestine (I), gizzard (G), liver (L), heart (H), skin (S), brain (B), pectoralis muscle (M), lung (Lu) and pituitary gland (Pg) and real time PCR was performed as described in the *Materials and Methods*. Ribosomic RNA 18S was used as a reporter gene. The negative control (water) is indicated as (C-). The results represent the means ± SEM. The same letters indicate that differences were not significant. Different letters indicate that differences were significant (p < 0.05).

**Table 3:** Accession number of chicken genes selected on the basis of the literature

Bibliographic reference	Accession number	Name	Abbreviation
Govoroun et al. 2004	NM_001012612	forkhead box L2	foxL2
Aegerter et al. 2005, Heck et al. 2005	XM_421026	Insulin growth factor 2	Igf 2
Tsunekawa et al. 2000	NM_204708	Gallus gallus DEAD (Asp-Glu-Ala-Asp) box polypeptide 4 (DDX4)	cvh
Hsf1 Anckar et al. 2007	L06098	chicken heat shock factor protein 1	hsf1

### RNA state during follicular maturation and early embryo development

Analysis of total RNA, assessed with Agilent RNA nano chips (Fig. 6A), showed an atypical state of RNA from GDR between ovulation and oviposition. In our conditions, rRNA seemed degraded from ovulation until oviposition. With three different RNA extraction methods (tri reagent (Euromedex), RNeasy kit (QIAGEN) and MasterPure™ RNA Purification Kit (Epicentre Biotechnologies)), the RNA profile of GDR from the ovulation stage and from the following embryonic stages remained degraded (data not shown). Moreover, we assessed rRNA 18S and 28S by real time PCR in order to confirm this atypical RNA state (Fig. 6B and 6C). These results confirmed our previous observations; 18S and 28S rRNA expression showed a huge decrease from ovulation untill the oviposition. We then performed labelled reverse transcription to investigate whether mRNA was also degraded. We compared three samples, i.e. the RNA from GDR of F1 stage, from a whole adult ovary that had a normal rRNA profile and GDR of ovulation stage with had degraded rRNA. Electrophoresis profiles of labelled cDNA in denaturing agarose gel were almost identical for the three samples investigated and the smear corresponding to the reverse transcribed mRNA was still present in all these samples (Fig. 6D).

**Figure 6:**
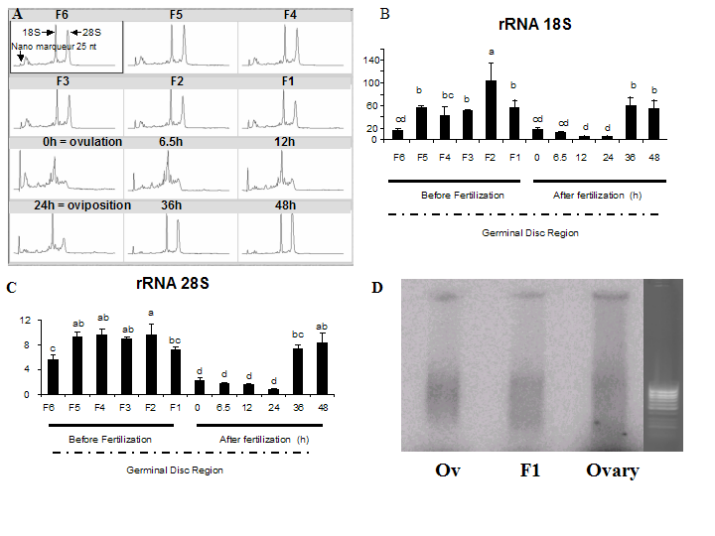
**Ribosomic and messenger RNA profiles during oocyte maturation and early embryo development**. Total RNA was extracted from the GDR of an oocyte or from the embryo. RNA quality was assessed using nanochips (Agilent technologies) as described in the *Materials and Methods*. This analysis represents rRNA 18S and 28S subunit profiles in the samples (A). Ribosomic RNA 18S and 28S subunit profiles were then confirmed by real time PCR analysis (B and C, respectively) using the TaqMan kit (Eurogentec) as described in the *Materials and Methods*. Labelled ^32^P reverse transcription was performed to investigate the quality of mRNA extracted from F1 GDR, Ov GDR and from the ovary. The radioactive signal for samples and ethidium bromide staining for the ladder are shown (D).

### Gene expression during follicular maturation and early embryo development

A detailed study of the expression profiles during follicular maturation and early embryo development using real time RT-PCR was performed for 21 genes, for which tissue specificity of the expression was characterized. First unsupervised hierarchical clustering of our data was performed in order to confirm the biological appropriateness of the selected genes and samples (Fig 7). Two other previously studied genes (*gdf9 *and *bmp15*) were added to this analysis in order to facilitate the clustering process because of their already known oocyte-preferential localization [30]. This analysis discriminated two major groups of samples. The first included all granulosa samples from F6 to F1 (correlation threshold 0.58). The second group corresponded to GDR from F6 to the ovulation stage and to all embryo stages (correlation threshold 0.60). Several subgroups could be distinguished within each group (correlation threshold 0.69–0.94). Each subgroup corresponded to a different physiological state, indicated on Fig 6A, suggesting that the genes selected were pertinent. Moreover, unsupervised clustering arranged samples in the perfect chronological order.

**Figure 7:**
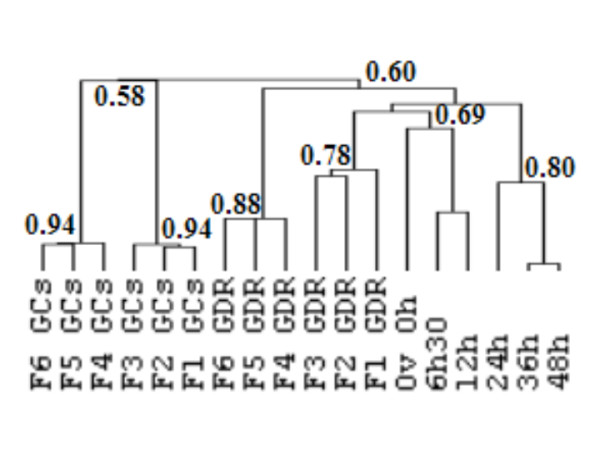
**Unsupervised hierarchical clustering of candidate genes during follicular maturation and early embryo development**. Real time PCR analysis was performed in duplicate on samples at 18 different stages with two biological replicates. Total GDR and GC RNA from different preovulatory follicles (F1 to F6), and total GDR RNA from just ovulated oocytes and early embryos at 6.5 h, 12 h, 24 h, 36 h and 48 h post ovulation were extracted as described in the *Materials and Methods*. Unsupervised hierarchical clustering of biological samples was performed using Cluster 3.0 software as described in the *Materials and Methods*. Node correlation thresholds are indicated.

In order to group genes with similar expression patterns supervised clustering was performed with samples arranged first according to the nature of the sample (GCs or GDRs) and then according to chronological order (Fig. 8). Five clusters (threshold > 0.64) were identified (C1 to C5). A representative example of the expression profile characterizing each cluster is shown on Fig. 9. The graphical representation of expression profiles of all other genes with the corresponding statistical analysis of variation of their expression is supplied in additional files (see Additional file 1, 2, 3 and 4). The *chkmos*, *btg4*, *wee*, *zpA*, *dazL*, *hsf1*, *fbox *and *bmp15 *genes, forming cluster C1, were preferentially expressed in GDR. These genes showed a significant increase in mRNA expression in GDR during follicular maturation and a steady decrease after ovulation, becoming nearly undetectable at 36 h after fertilization. The c*vh*, *ktfn *and *zar1 *genes included in Cluster C2 were also preferentially expressed in GDR but, in contrast to genes from cluster C1, they were constantly expressed in the early embryo. Moreover, *ktfn *and *zar1 *genes displayed a significant increase in expression from 24 to 48 hours after fertilization. The genes from cluster C3 were expressed in GCs, in GDRs and in the embryo. Moreover, *mark3*, *igf2*, *gdf9 *and *transfact20 *genes showed a significant decrease in expression during the last stages of follicular maturation in both GDR and GCs. Cluster C4, including *discs5*, *znfingerRIZ*, *foxL2 *and *mtprd genes*, was characterized by expression that was fairly similar to that of cluster C3. The difference consisted of less pronounced variations in gene expression in GCs and more pronounced variations in gene expression in GDR for cluster C4 compared to genes in cluster C3 through the stages investigated. Genes belonging to cluster C5 were expressed in GCs and GDR but, in contrast to the clusters C3 and C4, their expression dropped dramatically at ovulation, especially for *zpC *and *zpD *whose transcripts showed increasing expression in GCs during the last stages of follicular maturation and a less marked increase in the expression in GDR. In contrast, the levels of *mcmip *decreased progressively during the same period. The last gene (*msh4*) was not clustered. Its expression profile was fairly similar to that of genes belonging to cluster C3, but its expression increased significantly 36 h after fertilization.

**Figure 8:**
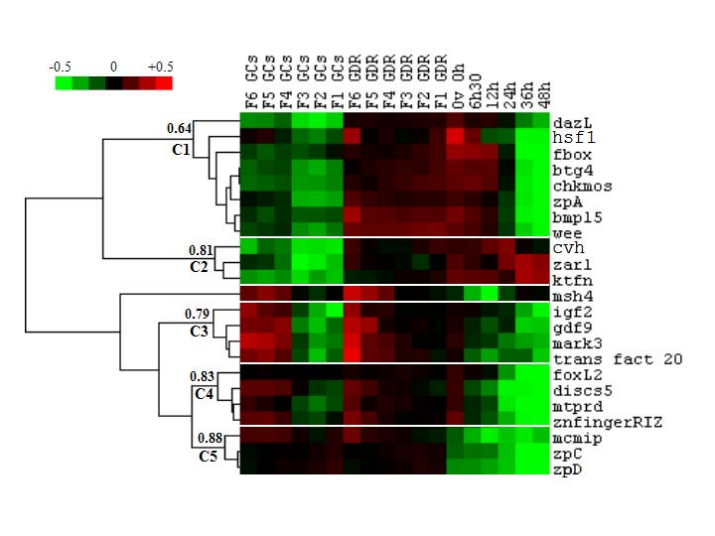
**Supervised hierarchical clustering of candidate genes during follicular maturation and early embryo development**. Real time PCR analysis was performed in duplicate on samples at 18 different stages with two biological replicates. Total GDR and GC RNA from different preovulatory follicles (F1 to F6), and total GDR RNA from just ovulated oocytes and early embryos at 6.5 h, 12 h, 24 h, 36 h and 48 h post ovulation were extracted as described in the *Materials and Methods*. Supervised hierarchical clustering of genes was performed using Cluster 3.0 software as described in the *Materials and Methods*. Five clusters are shown (C1 to C5). Node correlation thresholds are indicated for each cluster.

**Figure 9:**
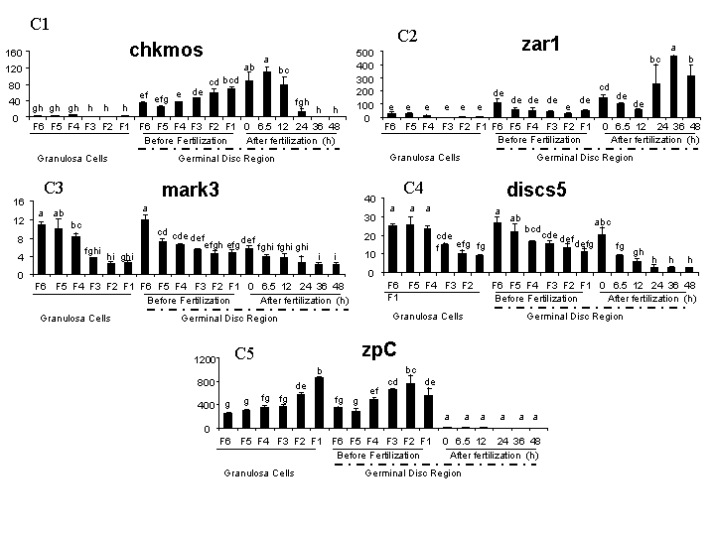
**Expression profiles of some representative genes from 5 clusters (C1 to C5), defined using supervised hierarchical clustering, during follicular maturation and early embryogenesis**. Real time PCR analyses were performed in duplicate on samples at 18 different stages with two biological replicates. Total mRNA of GDR and GCs from different preovulatory follicles (F1 to F6), and from GDR of just ovulated oocytes and early embryos at 6.5 h, 12 h, 24 h, 36 h and 48 h post ovulation were extracted as described in the *Materials and Methods*. Three different reporter genes were used (*β actin*, *ef1 α *and *gapdh*) because their expression was stable during oogenesis and early embryo development (data not shown). Results represent means ± SEM. The same letters indicate that differences were not significant. Different letters indicate that differences were significant (p < 0.05).

### Localization of gene expression in the ovary by in situ hybridization

We performed *in situ *hybridization on mature and immature ovarian sections. All the probes were assessed on the two stages, but only the most significant results are shown on Fig. 10. For all the genes studied we detected homogeneous signals of mRNA expression in oocytes similar to those we have previously described for *bmp15 *and *gdf9 *[30]. The mRNA of four of eight genes localized by *in situ *hybridization (*btg4*, *dazL*, *cvh *and *fbox*) were detected with a high intensity signal in the oocytes from follicles of 300 μm – 600 μm from both immature (Fig. 10A,B,C and 10D) and mature (data not shown) ovaries. No significant expression was detected in somatic cells. For four other genes (*chkmos*, *zpA*, *zpC *and *zpD*) a signal was found in oocytes from the largest follicles of 500 μm-6 mm of mature ovaries (Fig. 10E,F,G and 10H). The signal was particularly high for *chkmos *and *zpA *(Fig. 10E and 10F), whereas *zpC *and especially *zpD *had weaker signals in both oocyte and somatic cells (Fig. 10G and 10H). No significant signal was detected with the corresponding sense probes.

**Figure 10:**
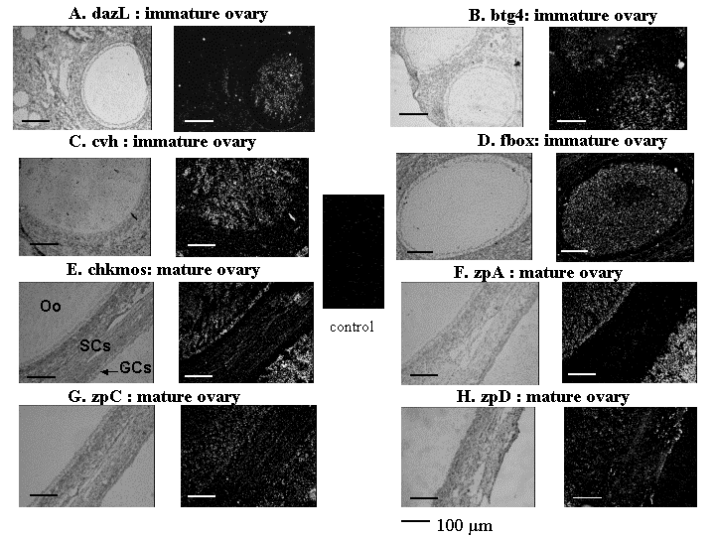
**Localization of candidate genes mRNA in the hen ovary**. Localization of *dazL*(A), *btg4 *(B), *vasa *(C), *fbox *(D), *chkmos *(E), *zpA *(F), *zpC *(G) and *zpD *(H) by *in situ *hybridization in immature ovaries (A, B, C and D) or in mature ovaries (E, F, G and H) as described in the *Materials and Methods*. Bright fields are on the left, and dark fields are on the right. The control sections were hybridized with sense probes. The hybridization with only one sense probes is represented because no signal was observed after hybridization with any sense probes. Oocytes (Oo), granulosa cells (GCs) and somatic cells (SCs) are indicated. Scale bar = 100 μm.

## Discussion

In the present study we identified and characterized for the first time several genes expressed in the chicken oocyte during follicular maturation and/or in early embryo. Moreover, we showed that our candidate gene approach and microarray approach were complementary in finding new avian genes potentially involved in follicular maturation and/or early embryo development. 

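BTG4, the regulator of maternal mRNA, had a mean log2 value of 8.78 ± 0.37 in Ov GDR, against 8.08 ± 0.53 in F1 GDR and 3.07 ± 0.77 in F1 GCs (SD, n = 2 pools). For ktfn the means were 8.18 ± 0.87, 7.32 ± 0.70 and 3.18 ± 0.07, and for the germ cell gene DAZL 7.52 ± 0.95, 8.02 ± 0.23 and 2.94 ± 0.73, in the same order. ZP2, the egg coat gene zpA, stood at 6.82 ± 0.36, 7.04 ± 0.06 and 3.41 ± 0.63, and MOS, the meiotic kinase, at 6.03 ± 0.95, 5.61 ± 0.10 and, at background, 2.25 ± 0.00. The median of all probe sets lay between 2.79 and 2.90 on the 6 arrays. None of these 5 genes was called between F1 GDR and Ov GDR, where their log2 differences ran from -0.86 for ktfn to 0.50 for DAZL.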

Five genes preferentially and highly expressed in the oocyte (*btg4*, *chkmos*, *dazL*, *zpA *and *ktfn*) were identified using both microarray analysis and digital differential display on murine genes. Moreover, 2 genes (*zpC *and *zpD*), identified as overexpressed in GCs by microarray analysis, were also confirmed by real time PCR analysis to be highly preferentially expressed in chicken GCs compared to GDR. 

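ZP3 (zpC) had mean log2 values of 13.92 in F1 GDR and 13.99 ± 0.00 in F1 GCs, and the log2 difference between them of -0.07 was not called (SE 0.23, adjusted p = 0.958). UMOD (zpD) had 12.41 ± 0.30 in F1 GDR and 12.97 in F1 GCs, a log2 difference of -0.56 that was not called either (SE 0.26, adjusted p = 0.392; SD, n = 2 pools). Both egg coat genes were called higher in F1 GCs than in ovulated germinal discs. The highest value of all probe sets was 13.9 on the array where it was lowest, so that ZP3 was close to the top of the scale in both F1 groups. Of the 6 measured genes of the zona pellucida list, ZP3 and UMOD were higher and ZP2 lower in F1 GCs than in Ov GDR (2 and 1 when adjusted over the list alone; camera adjusted p = 0.458, with a median of -0.14 and a mean of 2.00). In F1 GDR against F1 GCs 1 was higher, ZP2 (1 when adjusted over the list alone, camera adjusted p = 0.763), and against Ov GDR ZP3 and UMOD were (2 when adjusted over the list alone; camera adjusted p = 0.0786, 0.0477 without the Ov GDR array lacking a suffix and 0.0487 without the F1 GDR array lacking a suffix).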

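CA9, a carbonic anhydrase of the cell surface, was 71.6-fold higher in F1 GDR than in F1 GCs and 30.6-fold higher in Ov GDR than in F1 GCs. HSD17B1, an enzyme that forms estradiol, was 48.5-fold and 16.5-fold higher in the same order, with log2 values of 8.84 ± 0.52 in F1 GDR, 7.28 ± 0.21 in Ov GDR and 3.24 ± 1.34 in F1 GCs (SD, n = 2 pools). Higher in Ov GDR alone at the threshold were EPCAM, the epithelial adhesion molecule, and the probe set annotated as AURKB. Their log2 differences between F1 GDR and F1 GCs of 6.04 and 5.96 had adjusted p-values of 0.0680 and 0.0575. RRM2, a subunit of ribonucleotide reductase, was likewise 63.1-fold higher in Ov GDR (adjusted p = 0.0473), with 0.0990 for F1 GDR. Leaving out F1 GCs A gave folds for Ov GDR of 16.4 for RRM2, 17.8 for CA9 and 8.58 for HSD17B1, and without the other F1 GCs array 244, 52.5 and 31.8; those of CA9 and HSD17B1 for F1 GDR were 41.8 and 25.2, and then 123 and 93.4. PLAU, a protease that activates plasminogen, was called in F1 GDR alone, by a log2 difference of 2.30 (adjusted p = 0.0381). Taking either comparison, 2668 probe sets were higher in a germinal disc group than in F1 GCs. Without F1 GCs A 179 were higher in Ov GDR than in F1 GCs and 0 in F1 GDR with limma, against 8550 and 2995 at an unadjusted p under 0.05 with all arrays.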

Microarray analysis identified a total of 245 genes upregulated in the hen F1 and ovulated oocytes both compared to F1 GCs. Among these, 49 overexpressed genes were common to Ov GDR and and F1 GDR, both compared to F1 GCs, and therefore represent particular interesting candidate oocyte genes for further exploration of their potential role in oocyte maturation, fertilization and OET. 

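SHANK2, a scaffold protein of cell contacts, was 28.7-fold higher in F1 GDR and 105-fold higher in Ov GDR than in F1 GCs. FABP3, a fatty acid binding protein, was 34.3-fold and 80.8-fold higher in the same order, and DUSP1, a phosphatase of MAP kinases, 12.4-fold and 14.0-fold. EZH2, the histone methyltransferase of the polycomb group, was 6.93-fold and 8.22-fold higher, and SERPINE2, an inhibitor of proteases, 20.7-fold and 24.4-fold (11.5 and 13.6 without F1 GCs A, 37.3 and 43.9 without the other F1 GCs array). The fold of DUSP1 in Ov GDR was 8.62 without Ov GDR A and 22.7 without the other Ov GDR array. FST, which binds activin, had log2 values of 6.36 ± 0.67 in Ov GDR, 6.30 ± 0.15 in F1 GDR and 3.07 ± 0.38 in F1 GCs (SD, n = 2 pools). STIL, which centrioles need to duplicate, was higher by log2 differences of 5.02 in F1 GDR and, for F1 GCs against Ov GDR, -5.90, and CKS1B, a partner of cyclin-dependent kinases, by 4.99 and -5.65; these 2 genes were chosen after their values were seen. Of the genes named for F1 GDR against F1 GCs none kept its call without F1 GCs A or an F1 GDR array (median adjusted p 0.130, 0.128 and 0.103).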

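Probe sets higher in Ov GDR than in F1 GCs carried 1725 gene symbols, and those higher in F1 GDR than in F1 GCs carried 620. These came from 2502 and 809 probe sets, and the order turned with the fit of 4 arrays (1151 and 1562) and with the rebuilt variance mixture by Bonferroni (1156 and 1608). In 719 of the 2502 and 90 of the 809 F1 GCs was at background on both arrays. The background was 3.27 and 3.01 on the Ov GDR arrays, 2.82 and 2.88 on the F1 GDR arrays and 2.76 and 2.78 on the F1 GCs arrays. Small differences near background cannot be told apart from this offset, which can raise the count for Ov GDR. CSNK1G1, a casein kinase, was 16.0-fold higher in Ov GDR than in F1 GCs (adjusted p = 0.0128), and its difference between F1 GDR and F1 GCs was 4.82-fold with an adjusted p of 0.0874. CPEB1, which controls the translation of maternal mRNA, was 17.3-fold higher in Ov GDR (adjusted p = 0.0238), against 7.70-fold in F1 GDR (adjusted p = 0.0915). CHAF1A, a histone chaperone, was 13.6-fold higher in Ov GDR (adjusted p = 0.0185) and SOX3, a transcription factor, 15.3-fold (adjusted p = 0.0200), and neither was called for F1 GDR. The fold of CPEB1 was 28.9 without Ov GDR A and 10.4 without the other Ov GDR array, and that of SOX3 9.27 without F1 GCs A and 25.1 without the other F1 GCs array. None of these genes was called between F1 GDR and Ov GDR, with adjusted p-values from 0.199 to 0.376. Of 46 measured genes of the oocyte and germ line 16 were lower and 1 higher in F1 GCs than in Ov GDR (19 and 2 when adjusted over the list alone), and 9 were higher in F1 GDR than in F1 GCs (12 when adjusted over the list alone). Both shifts had adjusted p = 0.000724 by camera and adjusted p = 0.328 with an estimated correlation. Left-out arrays moved the counts of probe sets, to 360 and 179 for Ov GDR and 67 and 0 for F1 GDR without the F1 GCs arrays, to 1150 and 1136 and 19 and 4 without the F1 GDR arrays, and to 5774 and 8726 and 1531 and 1525 without the Ov GDR arrays.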

The fact that we found almost five times fewer genes overexpressed in the oocyte at the ovulation stage (comparison between Ov GDR and F1 GCs) than in the oocyte at F1 stage (comparison between F1 GDR and F1 GCs), compared to granulosa cells from F1 follicles, means that for some genes mRNA expression in the oocyte decreased between F1 and ovulation stages. This change in the mRNA expression levels between F1 and ovulated oocytes is probably insufficient to be detected in the comparison between Ov GDR and F1 GDR by microarray hybridization, since only 7 differentially expressed genes were identified in this comparison. On the other hand microarray analysis enabled us to detect the presence of GCs in F1 GDR samples, revealed by the redundant overexpressed genes in F1 GDR and in F1 GCs compared to Ov GDR. 

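In Ov GDR 90 probe sets, with 64 gene symbols, were higher than in F1 GDR. Limma on only the 4 arrays compared gave 0, and so did limma with the suffix as a block. The plain test with a separate variance for each probe set also gave 0. A fit with no trend gave 184 and the rebuilt variance mixture 555. The largest difference was that of DIAPH3, which builds actin filaments, at -3.21 for F1 GDR against Ov GDR (SE 0.40, adjusted p = 0.0435), with log2 values of 6.53 ± 0.04 in Ov GDR and 3.32 ± 0.79 in F1 GDR (SD, n = 2 pools). FAM134B, a receptor for the breakdown of endoplasmic reticulum, was at least 6.81-fold higher in Ov GDR (adjusted p = 0.0187), TP63, a transcription factor that guards oocytes, 6.78-fold (adjusted p = 0.0287), and MAP3K13, a kinase, 5.42-fold (adjusted p = 0.0366). FAM163B, DPYSL2, a protein of the cytoskeleton, and MBP were 6.34-fold, 5.21-fold and 5.07-fold higher. Of the 90 probe sets 89 were also higher in Ov GDR than in F1 GCs, in a comparison that uses the same Ov GDR arrays. Most of the 90 had a log2 difference under 1, and in 63 of the 90 F1 GDR was at background on both arrays. The background was higher on the Ov GDR arrays (3.27 and 3.01) than on the F1 GDR arrays (2.82 and 2.88). Small differences near background cannot be told apart from this offset. Of the oocyte and germ line genes 3 were higher in F1 GDR than in Ov GDR and none was lower (3 and 0 when adjusted over the list alone, camera adjusted p = 0.173). These were VLDLR, the receptor that takes yolk into the oocyte (6.38-fold), TDRD5 and NOBOX. With equal reporter gene levels 1 gene of the list was higher and 1 lower. Without an F1 GDR or an F1 GCs array 0 probe sets were higher in Ov GDR with limma, where 4303 had an unadjusted p under 0.05 with all arrays, and without the Ov GDR arrays 2349 and 4390 were.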

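SPARC, the matrix glycoprotein, was 19.2-fold higher in F1 GDR and 21.6-fold higher in F1 GCs than in Ov GDR, and NR5A1, a nuclear receptor of steroid-forming cells, 13.1-fold and 26.3-fold. Of 18 measured genes of steroidogenesis 3 were higher in F1 GDR than in Ov GDR and none was lower (6 and 0 when adjusted over the list alone), namely CYP11A1, HSD3B1 and NR5A1, and the camera test gave adjusted p = 0.00309, which became adjusted p = 0.328 with an estimated correlation. In F1 GCs 7 of the 18 were higher than in Ov GDR and 4 lower (8 and 6 when adjusted over the list alone, camera adjusted p = 0.0974), the lower ones including AKR1D1 and HSD17B1. Between F1 GDR and F1 GCs 4 were higher in F1 GDR and 2 in F1 GCs (5 and 6 when adjusted over the list alone; camera adjusted p = 0.335, with a median of -0.20 and a mean of 0.02). Of 24 genes of granulosa differentiation and receptors 3 were higher in F1 GDR than in Ov GDR (6 higher and 1 lower when adjusted over the list alone), LHCGR, INHA and RLN3, with a median log2 difference of -0.14, a mean of 0.71 and a camera adjusted p of 0.292. In F1 GCs 7 were higher and 3 lower than in Ov GDR (8 and 3 when adjusted over the list alone; camera adjusted p = 0.0430, adjusted p = 0.328 with an estimated correlation). Against F1 GDR 2 were higher in F1 GCs and 1 lower, FST (3 and 2 when adjusted over the list alone; camera adjusted p = 0.0139, adjusted p = 0.328 with an estimated correlation). The camera adjusted p of the granulosa list was 0.0590 without Ov GDR A and 0.0572 without F1 GDR A in F1 GCs against Ov GDR, and 0.0595 without F1 GDR A in F1 GDR against F1 GCs. The calls of CYP11A1, HSD3B1, NR5A1, LHCGR and INHA in F1 GDR against Ov GDR ended without an F1 GDR array. They also ended without an F1 GCs array, where the differences stay the same and only the pooled variance and its degrees of freedom change.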

The functions of overexpressed genes in the various comparisons according to GO categories revealed clear differences between GCs and mature oocytes. 

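Of 35 measured genes of cholesterol and lipid metabolism, 10 were higher and 2 lower in F1 GCs than in Ov GDR (12 and 2 when adjusted over the list alone), with NPC2, which moves cholesterol out of lysosomes, at least 22.9-fold higher, at the top of the scale in F1 GCs (log2 difference 5.18 without Ov GDR A and 3.85 without the other Ov GDR array), and SOAT1, which stores it as esters, 13.7-fold. The camera test of this list gave adjusted p = 0.00910 (adjusted p = 0.328 with an estimated correlation). Between F1 GDR and F1 GCs 2 of these genes, SQLE and LSS, were higher in F1 GCs and 2, the fatty acid carriers FABP3 and FABP7, in F1 GDR. These counts were 5 and 2 when adjusted over the list alone, and 9 and 3 with equal reporter gene levels. The camera adjusted p was 0.00378, and 0.328 with an estimated correlation. In F1 GDR 3 were higher than in Ov GDR (5 when adjusted over the list alone, camera adjusted p = 0.149, and 0.0319 without Ov GDR A), namely NPC2, SOAT1 and SQLE. Of 15 genes of glycolysis 3 were higher in F1 GCs than in Ov GDR and none was lower (3 and 0 when adjusted over the list alone), the phosphofructokinases PFKL (88.5-fold) and PFKP (8.72-fold, 15.1 without Ov GDR A and 5.02 without the other) and the isomerase GPI (4.47-fold). Glycolysis had a camera adjusted p of 0.0222 there (adjusted p = 0.455 with an estimated correlation, 0.107 with equal reporter gene levels and 0.114 without the Ov GDR array lacking a suffix), and in F1 GDR only PFKL was higher than in Ov GDR (1 when adjusted over the list alone, camera adjusted p = 0.0795, and 0.0308 without Ov GDR A). Between F1 GDR and F1 GCs 0 of the glycolysis genes were called with limma (2 higher in F1 GCs when adjusted over the list alone), and the camera adjusted p was 0.0456 without the F1 GDR array lacking a suffix and 0.0263 without the F1 GCs array lacking a suffix. Of 26 immune genes 1 was higher in F1 GCs than in Ov GDR, CD74, the invariant chain of MHC class II (at least 85.0-fold), which was also the one higher in F1 GDR than in Ov GDR (at least 37.9-fold). IL7R and CD83 were lower in F1 GCs than in Ov GDR by -0.34 and -0.29, at background on all arrays, and over the list alone only CD74 was called (camera adjusted p = 0.497, ranked lower than other genes with a median of -0.09 and a mean of 0.07).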

For GCs overexpressed genes these functions were mostly related to metabolic processes, transport, proteolysis, regulation of transcription, immune response and cell adhesion, whilst for the mature oocyte they were mostly related to cell cycle, chromosome organization, phosphorylation and dephosphorylation of proteins, multicellular organism development and DNA metabolic process. These presumed functions of genes overexpressed in the oocyte are consistent with the physiological processes that it must undergo: i.e. fertilization, cleavage, chromatin remodeling, and supporting early embryo development.

The use of both bioinformatics and microarray approaches provided information on the molecular mechanisms through which OET is driven in the hen. The expression of several oocyte-specific genes increased during final follicular maturation, suggesting that transcription was still effective. 

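The arrays carry control probe sets for the 3' end and the 5' end of ACTB (actin), GAPDH and EEF1A1 (elongation factor 1 alpha), 3 abundant mRNAs of the cytoskeleton, of glycolysis and of translation, and a larger 3' minus 5' log2 signal marks shorter cDNA. For actin this difference was 5.02 on the Ov GDR array without a suffix and 1.53 on Ov GDR A, against 2.65 and 3.57 on the F1 GDR arrays and 3.23 and 2.46 on the F1 GCs arrays. On the Ov GDR array without a suffix the 3' signal of actin was 32.5-fold its 5' signal. For GAPDH the difference was 2.82 and 0.11 in Ov GDR, 0.79 and 1.77 in F1 GDR, and 0.91 and 0.54 in F1 GCs. The values of EEF1A1 were 4.51 and 1.48 in Ov GDR, 1.85 and 3.10 in F1 GDR, and 1.31 and 1.09 in F1 GCs. Averaged over the 3 mRNAs, the Ov GDR arrays had the highest and the lowest value of all, 4.12 and 1.04, with 1.76 and 2.81 in F1 GDR and 1.82 and 1.36 in F1 GCs. The spread between the Ov GDR pools was thus larger than any difference between the group means, and with 2 arrays per group no test was made.

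**Figure D4:**
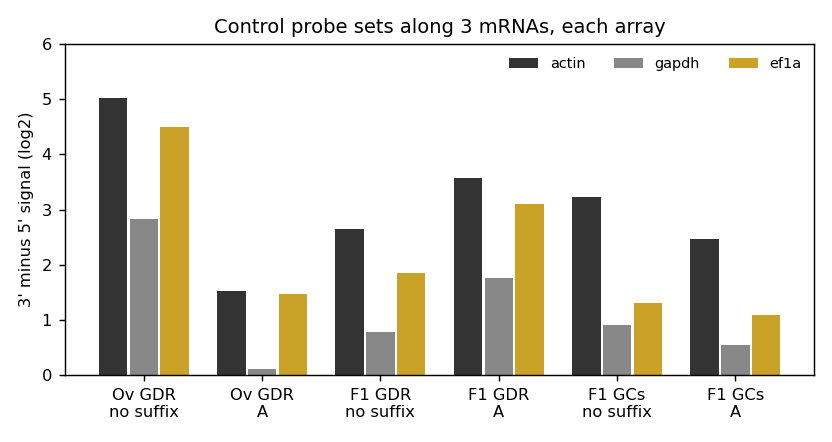
3' minus 5' log2 signal of the control probe sets of actin, GAPDH and EEF1A1 on each of the 6 arrays. The Ov GDR array without a suffix is highest for all 3 mRNAs, with 5.02 for actin, and Ov GDR A has 1.53 for actin.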

After ovulation, despite the fact that 18S and 28S ribosomal RNA subunits were degraded, we showed by both labelled reverse transcription and microarray analysis that the integrity of mRNA was almost unaffected. In fact, mRNA levels were nearly the same for many genes because only 92 of 28000 genes were differentially expressed between GDRs before and after ovulation, of which only 7 really corresponded to the oocyte genes. 

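Between F1 GDR and Ov GDR 715 probe sets (1.86% of those tested) were called, against 1996 (5.19%) between F1 GDR and F1 GCs and 5786 (15.1%) between F1 GCs and Ov GDR. Among the genes lower in Ov GDR than in F1 GDR were ribosomal proteins, with 9 of 64 measured genes lower in Ov GDR and none higher (29 and 0 when adjusted over the list alone) and a median log2 difference of 0.57 over the list, which was 0.12 with equal reporter gene levels (8 lower in Ov GDR and 1 higher). RPS4Y1 and RPS3 of the small ribosomal subunit were 6.07-fold and 5.63-fold higher in F1 GDR, and RPL3 of the large subunit 3.10-fold. The camera test gave adjusted p = 1.73e-11 for this list, and adjusted p = 0.326 with an estimated correlation. CCNB3, the meiotic cyclin (log2 difference 0.42), CKS2 (-0.10) and ACTB (0.05) were not called between F1 GDR and Ov GDR. The replicate arrays of Ov GDR had a correlation of 0.916 across probe sets, those of F1 GDR 0.978 and those of F1 GCs 0.990, and arrays of Ov GDR and F1 GDR had 0.896 to 0.908 with each other. Of all probe sets 13.4% differed by more than 2-fold between the Ov GDR pools, 4.35% between the F1 GDR pools and 1.49% between the F1 GCs pools. In tests on simulated data limma called 0 of 50 changed probe sets with a log2 difference of 1, 2 of 50 with a difference of 2 and 28 of 50 with a difference of 4 in this comparison. The calls of RPS4Y1, RPS3 and RPL3 ended without an F1 GDR array. They also ended without an F1 GCs array, where the differences stay the same and only the pooled variance and its degrees of freedom change.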

The high number of replicates performed and the different extraction methods used strongly indicate that the difference in quality between oocyte rRNA and mRNA after ovulation is not the artifact of the experiment but reflects a real physiological feature of chicken OET, consisting probably of the arrest and degradation of the oocyte translational machinery. It could thus be hypothesized that the maternal translational system has to be replaced by the embryonic translational system. Indeed, the maternal ribosome in the embryo must be degraded before activation of the genome, in other words, before the beginning of transcription, and translation, when new embryonic ribosomes are required. This suggests that, because there are no maternal ribosomes at the stage between ovulation and oviposition, there is probably no translation or only translation of a few specific genes. If this is the case, maternal proteins should be the major essential components that support early embryo development after fertilization. This is supported by the fact that, based on GO annotation, a considerable number of the genes overexpressed in the mature oocyte are related to protein phosphorylation. 

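A list of other protein kinases and phosphatases leaves out kinases counted with the cell cycle and DNA replication, such as AURKB, NEK2 and MOS. It thus does not cover protein phosphorylation as a whole. Of its 72 measured genes 13 were higher in Ov GDR than in F1 GCs and 10 were lower (17 and 14 when adjusted over the list alone). In F1 GDR 5 were higher than in F1 GCs and 4 lower (14 and 8 when adjusted over the list alone). The phosphatase genes DUSP4 and DUSP1, which act on MAP kinases, were higher in both germinal disc groups than in F1 GCs, with 19.7-fold for another probe set of DUSP4 in F1 GDR. TLK2, a kinase of chromatin assembly, was 4.43-fold higher in F1 GDR than in F1 GCs and 3.51-fold higher in Ov GDR. DYRK2, a kinase that restrains cell division, went the other way and was 4.00-fold higher in F1 GCs than in F1 GDR and 13.7-fold higher than in Ov GDR, and MYLK, the kinase of myosin light chain, was 15.7-fold higher than in Ov GDR, while another of its probe sets had a log2 difference of -0.62. By the camera test the list was not called between F1 GDR and F1 GCs (adjusted p = 0.599, with a median log2 difference of -0.07, a mean of 0.16 and ranked lower than other genes) or between F1 GCs and Ov GDR (adjusted p = 0.795, with a median of -0.12, a mean of -0.23 and ranked higher). Between F1 GDR and Ov GDR 1 gene was called, DUSP6, 3.42-fold higher in F1 GDR (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.950, ranked higher than other genes with a median of -0.04). With equal reporter gene levels the medians were -0.10, -0.54 and -0.49 in the same order, and the uncalled rank against other genes turned in all 3 comparisons. Then 0 genes were higher and 8 lower in F1 GDR than in Ov GDR, so the call of DUSP6 was lost. Against F1 GCs 10 were higher and 5 lower in F1 GDR, and 19 higher and 6 lower in Ov GDR.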

Further investigation is required onto whether accumulated proteins have such an important role during these early stages of development in birds or if *de novo *protein synthesis still occurs and is dependent on the oocyte pool of ribosomes as in mammals [39].

On the basis of *in silico *and microarray approaches and analysis of the literature, 21 chicken genes were chosen in this study for further investigation of their expression using real time PCR and *in situ *hybridization. All these genes showed state-specific and/or cell type-specific expression patterns throughout the period, beginning from the first stages of final follicular maturation until embryonic genome activation. This suggests that these genes have different functions and have a role at the different physiological stages investigated. The observed decrease in the mRNA expression of almost all genes studied between ovulation and oviposition, which corresponds to late genome activation in chicken embryo [13], is consistent with a potential arrest of transcription and progressive maternal mRNA degradation occurring during meiotic maturation [40]. However, the rate of maternal mRNA degradation in the chicken seems to be considerably lower than that of rRNA, as demonstrated by the present study. Five genes (*chkmos*, *btg4*, *wee*, *dazL *and *zpA*) belonging to cluster C1 (Fig. 6B) were no longer expressed after activation of the embryonic genome, and thus transcripts of these genes are only maternally inherited. Moreover, *chkmos*, *btg4 *and *wee *genes are known to be involved in the cell cycle in other species. In our study these maternally inherited genes were increasingly expressed during follicular maturation and thus are probably used during the last stages of final follicular maturation and/or early embryo development. *Chkmos *is the chicken homolog of *mos *[38], protein kinase required for meiotic maturation in vertebrates [41,42] and for mitosis in *Xenopus laevis *[43]. Meiotic maturation is brought about by steroids using redundant pathways involving synthesis of Mos, which regulates the activity of MPF (M-phase promoting factor). The Mos-MAPK pathway has long been implicated in the arrest of mitosis in vertebrate eggs [43]. The B cell translocation gene 4 (*btg4*) belongs to a family of cell-cycle inhibitors. In the mouse and bovine, *btg4 *is preferentially expressed in the oocyte [44,45] where it exerts a marked antiproliferative activity, [46]. *Wee *is a conserved gene from invertebrates to mammals and regulates meiotic maturation during oocyte development [38,41-43]. The transcripts of *dazL *are also maternally inherited in the medaka embryo [47], and in adult medaka fish the expression of *dazL *was detected exclusively in the ovary and in the testis [48].

*ZpA*, *zpC *and *zpD*, that belong to the ZP (zona pellucida) gene family, are known to be involved in oogenesis, fertilization and preimplantation development [49]. In our study the expression pattern of *zpA *was different from that of *zpD *and *zpC *using both real time PCR analysis, where they were distributed in different clusters (C1 for *zpA *and C5 for *zpD *and *zpC *respectively), and *in situ *hybridization analysis. In contrast to chicken *zpD *and *zpC*, which were expressed in oocytes and somatic cells, chicken *zpA *was found to be specific to the oocyte, as is the case in the mouse [50,51], and expressed earlier than *zpD *and *zpC*. In the mouse the expression *of *zpA also precedes that of zp*C *[50,51]. Indeed in our *in situ *hybridization experiments *zpA *expression detected in small follicles of the mature ovary was oocyte-specific, whereas that of *zpC *and *zpD *was weaker and found in oocytes and in the somatic cells of the same follicles. Real time RT-PCR, showed increasing expression of *zpC *and *zpD *in both GCs and GDR from F6 to F1. Our finding on the dynamics of *zpC *in GCs are in accordance with a previously reported study [52]. Moreover at the F1 stage both *zpC *and *zpD *were significantly more highly expressed in GCs than in GD and this was consistent with our results for microarray hybridization, but expression decreased dramatically after ovulation. In contrast to the cellular expression pattern found for chicken *zpC*, in several mammals (murines, bovines and porcines)*zpC *(*zp3*) is specifically expressed in the oocyte. However, in the equine species, ZPC protein synthesis is completely taken over by cumulus cells [53]. These findings indicate species specificity of *zpC *distribution inside the follicle. ZPC protein plays a crucial role in the fertilization process in mammals and birds, [31,37,49].

As *zpA *other genes (*zar1, ktfn *and *cvh) *were preferentially expressed in the oocyte and might play role in fertility (*zar1, ktfn*) or in germ cell specification (*cvh*). Both *zar1 *and *ktfn *were expressed at higher levels after activation of the embryonic genome. We could therefore hypothesize that these genes might be involved not only in oocyte maturation, but also in early embryo development, just after maternally inherited genes. Of these 2 genes, only *zar1 *has been studied in reproduction. It is one of the few known oocyte-specific maternal-effect genes essential for OET in mice. In mammals and humans it is hypothesized to be involved in the initiation of embryo development and fertility control [54,55]. CVH protein has been previously proposed to be a part of the mechanism for germ cell specification in birds [16,23]. Our results concerning the spatio-temporal expression of *cvh *mRNA during follicular maturation and early embryo development are consistent with previously reported studies on the CVH protein.

The genes belonging to clusters C3 and C4 were all preferentially expressed in the ovary in both GCs and GDR and had quite similar expression patterns. Except for *foxL2*, their expression declined during follicular maturation in GCs and less in GDR and persisted at low levels in the early embryo. This suggests that they are especially involved in the first stages of final follicular maturation as well as in oocyte maturation. The chicken homolog of the mouse *par-1a-like *gene, i.e. *mark3*, is required for oocyte differentiation and microtubule organization in the Drosophila [56], and its role in cell polarity and Wnt signaling is conserved from invertebrates to mammals [57,58]. The expression of another gene (*msh4*), which did not belong to any cluster, also decreased during follicular maturation in GCs and in GD but, as for *zar1 *and *ktfn*, it showed a significant increase after embryonic genome activation. *Msh4 *is known to be involved in mediating recombination of homologous chromosomes and DNA mismatch repair in the mouse [59]. These events occur during the meiotic prophase, the stage where oocytes are blocked for a long time before meiotic maturation.

## Conclusion

In conclusion, the findings of the present study on spatio-temporal expression of 8 chicken oocyte specific genes (*chkmos*, *btg4*, *wee, zpA, dazL*, *cvh*,* zar1 *and *ktfn*) were consistent with our hypothesis that oocyte-specific genes in the chicken should play a major role in oocyte maturation, fertilization and early embryo development as in the mouse [12]. Other genes, whose mRNA expression were found in our study to be more specific for GCs or detected in both GCs and GDR depending on the stage, seem to be involved in follicular maturation (*foxl2*, *transfac 20*, *mark3*, ...) and fertilization (*zpD *and *zpC*) rather than in early embryo development. Moreover, the microarray approach provided allowed the discovery of a set of new potential chicken mature oocyte and chicken granulosa cell markers for future studies. Interestingly, 40% of these genes had no homologs in the gene databases and some of them probably correspond to specific chicken mechanisms such as hierarchical follicular maturation or rapid yolk accumulation.

## Methods

### Animals

Laying breed hens aged 60–70 weeks (ISA Brown, egg layer type, Institut de Selection Animale, Saint Brieuc, France) were housed individually in laying batteries with free access to feed and water and were exposed to a 15L:9D photoperiod, with lights-on at 8.00 pm. Individual laying patterns were monitored daily. For *in situ *hybridization, these hens and younger ones of (10 weeks old) were used to provide mature and immature ovaries, in order to study follicles at each stage. Hens used to provide fertilized eggs were bred in the same conditions and inseminated once a week.

### Collection of tissues, oocytes and embryos

Hens aged 60 weeks were used. Tissue samples were collected from the ovary, spleen, intestine, gizzard, liver, heart, skin, brain, pectoralis muscle, lung and pituitary gland. Germinal disc regions (GDR) and granulosa cells (GCs) surrounding the GDR (Fig. 1) were collected from different preovulatory follicles (F1 to F6), just ovulated oocytes and early embryos at 6.5 h, 12 h, 24 h, 36 h and 48 h post ovulation. The GDR and GCs surrounding the GDR were carefully dissected in the same way under a binocular microscope using fine forceps and scissors (World Precision Instruments) as previously described for quail oocytes [60]. After washing in phosphate buffer saline (PBS, Gibco, Cergy Pontoise, France) GDR and GCs were frozen in liquid nitrogen and then were stored at -80°C until use. For the last two stages, eggs were incubated at 37.8°C for 12 and 24 h, respectively. The 6.5 h, 12 h, and 24 h stages of embryo development correspond to stages I, V and X of the Eyal-Giladi and Kochav classification, respectively [61]. The 36 h and 48 h stages correspond to stages 3 and 6 of the Hamburger-Hamilton classification, respectively [62]. During follicular maturation the germinal disc is closely associated with its overlying granulosa cells (GCs) and forms a structure called the germinal disc region (GDR) (Figure 1). The GDR from F6-F1 follicles used for these studies consisted not only of the germinal disc but also of the overlying layer of GCs, because GD and overlying GCs cannot be completely separated [60,63,64] and the number of GCs in GDR preparations could not be counted.

### Bioinformatic analysis

A differential digital display analysis has already been performed with mouse ESTs [25-27], providing a list of murine oocyte-specific genes. Using this murine gene list, we systematically searched for chicken orthologs of these genes in international public databases pubmed [65]. Blast bit scores higher than 100 were retained. Moreover, the physical localization of genes identified on chicken chromosomes was retrieved from both mapview [28] and from blat search [29]. We also verified that chicken homologs were localized in the syntenic genomic regions conserved with that of mouse species to have a better chance that true orthologs were studied with ensembl [66].

### RNA isolation and Microarray Analysis

Total RNA was extracted from GDR of F1 and ovulated oocytes, and from GCs of F1 follicles as described above. We thus had 3 samples with a biological replicate of each sample. The RNeasy Mini Kit (QIAGEN, Hilden, Germany) was used according to the manufacturer's instructions. The tissues (GDR or GC) from 25 hens were pooled for each stage investigated to obtain enough RNA for probe synthesis. Two such a pools were constituted for each sample in order to achieve two biological replicates of microarray hybridization. All RNA samples were checked for their integrity on the Agilent 2100 bioanalyzer according to Agilent Technologies guidelines (Waldbroon, Germany). Two micrograms of total RNA were reverse transcribed with the One-cycle cDNA synthesis kit (Affymetrix, Santa Clara, CA), according to the manufacturer's procedure. Clean up of the double-stranded cDNA was performed with Sample Cleanup Module (Affymetrix, Santa Clara, CA) followed by *in vitro *transcription (IVT) in the presence of biotin-labelled UTP using GeneChip^® ^IVT labelling Kit (Affymetrix). The quantity of the cRNA labelled with RiboGreen^® ^RNA Quantification Reagent (Turner Biosystems, Sunnyvale, CA) was determined after cleanup by the Sample Cleanup Module (Affymetrix). Fragmentation of 15 μg of labelled-cRNA was carried out for 35 minutes at 94°C, followed by hybridization for 16 hours at 45°C to Affymetrix GeneChip^® ^Chicken Genome Array, representing approximately 32,773 transcripts, corresponding to over different 28,000 *Gallus gallus *genes. After hybridization, the arrays were washed with 2 different buffers (stringent: 6X SSPE, 0.01% Tween-20 and non-stringent: 100 mM MES, 0.1 M [Na+], 0.01% Tween-20) and stained with a complex solution including Streptavidin R-Phycoerythrin conjugate (Invitrogen/molecular probes, Carlsbad, CA) and anti Streptavidin biotinylated antibody (Vectors laboratories, Burlingame, CA). The washing and staining steps were performed in a GeneChip^® ^Fluidics Station 450 (Affymetrix). The Affymetrix GeneChip^® ^Chicken Genome Arrays were finally scanned with the GeneChip^® ^Scanner 3000 7G piloted by the GeneChip^® ^Operating Software (GCOS).

All these steps were performed on Affymetrix equipement at INRA-URGV, Evry, France.

The .raw CEL files were imported in R software for data analysis. All raw and normalized data are available from the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) [67], accession number GSE7805. Gene Ontology annotations were performed with NetAffx.

### RNA extraction and reverse transcription

Total RNA was extracted from whole adult tissues (ovary, spleen, intestine, gizzard, liver, heart, skin, brain, pectoralis muscle, lung and pituitary gland) using Tri-reagent (Euromedex, Mundolsheim, France) according to the manufacturer's procedure. RNA quality and quantity were then assessed by using RNA nano chips and Agilent RNA 6000 nano reagents (Agilent Technologies, Waldbronn, Germany) according to the manufacturer's instructions. Samples were stored at -80°C until use. Reverse transcription (RT) was performed to test the expression of candidate genes in different tissues and at different stages of follicular maturation and embryo development using polymerase chain reactions (PCR). One microgram of total RNA extracted from tissues or GDR was digested by RQ1 DNase (Promega, Madison, WI, USA) and reverse transcribed to first-strand cDNA using Moloney Murine Leukemia Virus reverse transcriptase I with an oligo dT-random primer mix (Promega, Madison, WI, USA) according manufacturer's instructions.

Labelled RT was performed in order to assess mRNA quality in GDR of F1 stage and just ovulated oocytes. Ten μCi αP32 dCTP was added to the reverse transcription mix in order to label cDNA. Labelled cDNA was then separated on 1.2% denaturing agarose gel (50 mM NAOH, 1 mM EDTA) by electrophoresis. A storage phosphor screen (Amersham Biosciences, Bucks, UK) was placed on the gel in an exposure cassette (Amersham Biosciences, Bucks, UK). The signal was detected one hour later with a STORM 840 (Molecular Dynamics), a phosphor screen imaging system.

### Real time RT-PCR

Specific sets of primer pairs (Sigma Genosis), designed using Vecteur NTI software to amplify fragments of 21 different transcripts, are shown in Table 4. Real time PCR reactions were carried out in 25 μl containing primers at a final concentration of 150 nm of each, 5 μl of the RT reaction diluted 1/30 and qPCR Mastermix Plus for Sybr Green I (Eurogentec) according to the manufacturer's instructions. Real time PCR was performed using an ABI Prism 7000 (Applied Biosystems). After incubation at 50°C for 2 min, and 95°C for 10 min, the thermal cycling protocol was as follows: 40 cycles at 95°C for 15 sec and 60°C for 1 min. The amounts of 18S rRNA and 28S rRNA were measured in the RT reactions diluted 1/5000 using 28S rRNA and 18S rRNA control kits (Eurogentec), respectively, according to the manufacturer's instructions. PCR amplification without cDNA was performed systematically as a negative control. 18S rRNA was used as a reporter gene in the study of the mRNA tissular expression pattern, whereas *β actin*,*gapdh *and *ef1α *were used as reporter genes in the mRNA expression study during follicular maturation and early embryo development, the expression of these three genes being similar in GCs and in GDR (data not shown). In both cases (tissular expression study or temporal dynamic study) the samples were analyzed in duplicate on the same plate for a given gene. Real time RT-PCR was performed in the temporal dynamic study with two biological replicates of each sample. Melting curve analysis was systematically performed for all genes in order to verify the specificity of the PCR product. Real time PCR efficiency (E) was measured in duplicate on serial dilutions of cDNA (pool of reverse-transcribed RNA from GDR and GC samples at the same stages as used for the temporal dynamic study) for each primer pair and was calculated using the following equation: E = (10^1/slope^)^-1^. In the tissular expression study the relative amounts of gene transcripts (R) were calculated according to the equation:

**Table 4:** Oligonucleotide primer sequences

	Abbreviation	Forward	Reverse	Efficiency	Length (bp)
Real time PCR	btg4	TTGGGTGTTTTTGGGAGG	AGTGCTTCAACTGCTTCTCAGACC	1.93	187
	chkmos	TACTCGTGTGACATCGTGACTGGC	TTGCTGGCAAACATGGTGGC	2.09	177
	dazL	TACCCATTCGTCAACAACCTGC	CCCTTTGGAAACACCAGTTCTG	1.88	184
	fbox	ACCTGTGCTGGATGATGTTGACC	CAACAAGAGGTATGTGCTTTGCG	1.81	197
	hsf1	ACCCCTATTTCATCCGTGGC	AGTCCATGCTCTCCTGCTTTCC	1.80	165
	msh4	GATTCTCGGAATGGTCACACGC	AGCATCAACAAGTGGCTCCAGG	2.16	105
	mtprd	TGAAGATCAAGGTCCAACAACTGC	TTGCTTCCTGAAACCTTTGGC	1.80	180
	mcmip	CGTGATGGCAGGAGAAGAAAGC	ATGAGTGAGGAAGGATGGGTGACC	1.80	165
	zn finger RIZ	GAGCAAAAGAGTACATCAGAGG	CCATTTGATTCACCTCTTGC	1.80	89
	mark3	AGTGAAAGAACCACTGCTGATAGGC	TTGAAGCGACAGGCGTTCTTT	1.83	91
	discs5	ATGACTGTATGGTGGTTGAGACTGC	CGGCCTTTTGAAAGTATCAGGG	1.81	176
	trans fact 20	TCAAAACTCAGCACCAGCCC	GTGCAGGTTTCTCTTGTCCACC	1.92	178
	wee	GGAGAAGAGGGTGAAGACAGAAGC	TGAGCTTCCTGTGAGGAGTTGC	1.90	121
	zar1	GTTTGTTTAGGGCTCTTCCAGGG	TTTACTCGCAGCTTTCCCAGC	2.20	92
	ktfn	ACTATTTTTCTCCTCCTGCCTCTGC	AATGCCAAATACAAGCGGGG	2.05	186
	zpA	CCTTAAATCCAACAACTCCACAGC	CAGCAAAAATCCCAACAAGAGG	1.92	131
	zpC	ACTAGCTCTGCCTTCATCACACCC	GGCAGGTGATGTAGATCAGGTTCC	1.80	109
	foxL2	Govoroun et al. 2004		1.83	
	igf 2	Heck et al. 2003		1.85	
	cvh	AGTTCCTGGCATCTTTGGGC	AGCGTCCTTTGAGAACTCCTGC	2.00	131
	zpD	TCATTGAGACAGGGAGGGAAGC	TCTTCACCACCTGCTCATAGGC	1.90	102
	gapdh	TGCTGCCCAGAACATCATCC	ATCAGCAGCAGCCTTCACTACC	2.05	199
	beta actin	CAGATGTGGATCAGCAAGCAGG	TTTCATCACAGGGGTGTGGG	1.88	107
	ef1 alpha	AGC AGA CTT TGT GAC CTT GCC	TGA CAT GAG ACA GAC GGT TGC	2.00	90

*in situ *hybridization	btg4	ACGGTCTTCTTCATCACGAGGC	TCTGTAGCACCAGCCTTCATCC		729
	chkmos	CCCTGGCAAAGATGGAAAAGC	CAGAGGGTGATGGCAAAGGAGT		732
	dazL	TGTTTTTAAGTGTGCGGGCG	ACTATTACCAGACATCTGTGTGGGC		749
	fbox	TGTGTTCCTTTACCCCGATTGC	AACTGCTACACTGCTTTCAGTCAGG		794
	zpA	TCATCGCTCCTCTCTTTGTTGG	TTTGCATGTGGGATCTCTGAGC		773
	zpC	TACCGCACGCTCATCAACTACG	ATCAGCTGCAACCTCTTTCCCG		744
	cvh	AGTTCCTGGCATCTTTGGGC	ATATCGAGCATGCGGTCTGC		792
	zpD	TATTTGCTGCTGTTCTCTGCCC	TGGTGCTGCCCTTCTATCTTCA		740

$$\text{R}=\frac{{\text{E}}_{\text{gene}}^{-{\text{Ct}}_{\text{gene}}}}{{\text{E}}_{18\text{S rRNA}}^{-{\text{Ct}}_{18\text{S rRNA}}}}$$

where Ct is a cycle threshold. In the temporal dynamic study R was calculated using following equation:

$$\text{R}=\frac{{\text{E}}_{\text{gene}}^{-{\text{Ct}}_{\text{gene}}}}{\text{Mean}({\text{Rc}}_{\text{ef}1\alpha },{\text{Rc}}_{\beta \text{actin}},{\text{Rc}}_{\text{gapdh}})}$$

where Rc is corrected relative reporter gene expression calculated as explained below. In order to take into account only fold changes in the expression levels of reporter genes between samples but not the differences in the expression levels of reporter genes in the sample, the expression levels of reporter genes in each sample (sample_i_) was adjusted against the relative amount of *ef1α *in the F1GDR sample according to the equation:

$${\text{Rc}}_{\text{reporter}}={\text{E}}_{ef1\alpha }^{-{\text{Ct}}_{ef1\alpha \text{ in F1GDR}}}\times {\text{E}}_{\text{reporter}}^{\Delta {\text{Ct}}_{\text{reporter}}}$$

where $\Delta {\text{Ct}}_{\text{reporter}}={\text{Ct}}_{\text{reporter in F1GDR}}-{\text{Ct}}_{{\text{reporter in sample}}_{\text{i}}}$.

### Hierarchical clustering

The hierarchical classification of data obtained using real time RT-PCR was performed with the Cluster 3.0 program using unsupervised single linkage or supervised complete linkage clustering in order to classify biological samples or to group together genes with a similar expression pattern, respectively [68].

### In situ hybridization

Female chickens were sacrificed at different stages of sexual development. Two types of tissue were used, i.e. mature ovaries, containing follicles of different sizes (50 μm-7 mm) from 60-week-old hens (most follicles being larger than 300 μm) and immature ovaries, containing a majority of small follicles (25–500 μm) from 10-week-old hens (most follicles being smaller than 100 μm). Mature and immature ovaries were then collected and included in Tissue-Tek (Sakura Finetek Europe BV, Zoeterwoude, The Netherlands). Frozen ovaries were serially sectioned with a cryostat (thickness 10 μm) to perform *in situ *hybridization experiments using ^35^S-labeled chicken gene cRNA. The gene antisense and sense constructs used for *in situ *hybridization were generated by inserting 700 – 800 bp fragments of chicken gene cDNA into the pGEM-T vector (Promega, Madison, WI, USA), and selecting a clone with the appropriate antisense or sense orientation. The gene cDNA fragments were generated by RT-PCR from chicken ovary mRNA using forward and reverse primers (Table 4). The *in situ *hybridization was performed as previously described [69]. Hybridization specificity was assessed by comparing signals obtained with the cRNA antisense probe and the corresponding cRNA sense probe.

### Statistical analysis

Data obtained after Affymetrix microarray hybridization analysis were normalized with the gcrma algorithm [70], available in the Bioconductor package [71]. Differential analysis was performed with the *varmixt *package of R [72]. A double-sided, unpaired *t*-test was computed for each gene between the two conditions. Variance of the difference in gene expression was split between subgroups of genes with homogeneous variance [72]. The raw P values were adjusted by the Bonferroni method, which controls the Family Wise Error Rate (FWER) [73]. A gene is declared differentially expressed if the Bonferroni-corrected P-Value is less than 0.05.

All other experimental data are presented as means ± SEM. One-way analysis of variance (ANOVA) was used to test differences. If ANOVA revealed significant effects, the means were compared by Fisher's test, with P < 0.05 considered significant. Different letters indicate significant differences.

## Authors' contributions

SE performed the experiences, the sequence alignment and the microarray analysis. FB participated in the design of the study and coordinated oocytes and embryos collection. IC participated in the experiences. SB carried out the microarrays hybridization. MLMM performed the statistical analysis of microarray data. PM participated in the design of the study and provided the list of murine oocyte genes identified *in silico*. EB participated in the design of the study. MSG conceived of the study, and participated in its design and coordination. SE and MSG wrote and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Real time RT-PCR analysis of expression of *chkmos, btg4, wee, zpA, dazL *and *cvh *transcript during follicular maturation and early embryo development. The real time RT-PCR data provided represent the related expression of the 6 genes *chkmos, btg4, wee, zpA, dazL *and *cvh *during follicular maturation and early embryo development, in granulosa cells and in germinal disc region. Click here for file

Additional file 2 Real time RT-PCR analysis of expression of *ktfn, zar1, zpC, zpD *and *mcmip *transcript during follicular maturation and early embryo development. The real time RT-PCR data provided represent the related expression of the 5 genes *ktfn, zar1, zpC, zpD *and *mcmip *during follicular maturation and early embryo development, in granulosa cells and in germinal disc region. Click here for file

Additional file 3 Real time RT-PCR analysis of expression of *mark3, igf2, trans fact 20, znfingerRIZ, msh4 *and *foxL2 *during follicular maturation and early embryo development. The real time RT-PCR data provided represent the related expression of the 6 genes *mark3, igf2, trans fact 20, znfingerRIZ, msh4 *and *foxL2 *during follicular maturation and early embryo development, in granulosa cells and in germinal disc region. Click here for file

Additional file 4 Real time RT-PCR analysis of expression of *discs5, mtprd, fbox *and *hsf1 *during follicular maturation and early embryo development. The real time RT-PCR data provided represent the related expression of the 4 genes *discs5, mtprd, fbox *and *hsf1 *during follicular maturation and early embryo development, in granulosa cells and in germinal disc region. Related expression measured by real time RT-PCR (as described in materials and methods). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

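The study measured mRNA on 6 Affymetrix chicken arrays, 2 for each of 3 groups, namely the germinal disc region of ovulated oocytes (Ov GDR), the germinal disc region of F1 follicles (F1 GDR) and F1 granulosa cells (F1 GCs). Each array carries RNA pooled from 25 hens, and the arrays of a group differ in their label only by the suffix A. The authors normalized the arrays together with gcrma, and the deposited values are the log2 values that gcrma gives per probe set, which were used without further scaling. The column of F1 GDR A is given to 2 decimals. The versions of R and gcrma that the authors used are not given in the sources used here. The labels give a light period of 14 h, total RNA from 7 to 20 µg and 20 µg of amplified RNA, whereas the paper gives 15 h, 2 µg and 15 µg.

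Of 38535 probe sets 96 Affymetrix controls were left out of the tests and 38439 were tested, with no filter on signal. Gene symbols came from the platform's annotation, in which 27168 of the tested probe sets carry 1 symbol, 177 several and 11094 none, so that 13009 genes were measured. Of the probe sets with 1 symbol 26853 were matched to RefSeq genes by Entrez ID, and this match changed 0 symbols. The background of an array was the highest of 23 control probe sets for sequences foreign to the sample, which gave 3.27 and 3.01 for Ov GDR, 2.82 and 2.88 for F1 GDR and 2.76 and 2.78 for F1 GCs. A group is at background where both of its arrays are at or under these values, and a fold against it is then given as at least the fold over the background.

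The 3 pairs of groups were compared with limma 3.58.1 in R 4.3.3, as a linear model over all 6 arrays with 3 residual degrees of freedom, moderated variances (1.66 prior degrees of freedom) and a mean-variance trend. Bonferroni adjusted p-values under 0.05, the threshold of the methods, were used for counts that have a counterpart in the paper, and Benjamini-Hochberg adjusted p-values under 0.05 for named genes, lists and the words higher and lower. The comparisons share arrays, so the correlations of their differences were set beside 20 simulations of unchanged groups with the same sharing. The simulated groups all had the same spread, although the Ov GDR arrays spread more than the others. With 2 arrays per group the smallest p of an exact permutation test is 0.333.

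Named genes follow a rule. It takes, per comparison and direction, the 10 probe sets with the largest absolute log2 difference among those called whose groups do not overlap, each gene once, then every probe set of Table 2, whose fold changes had been seen in the paper, the genes of Tables 1 and 3, GDF9, BMP15 and the reporter genes ACTB, GAPDH and EEF1A1, and of each list the 4 called members with the largest absolute log2 difference. A gene with several probe sets is represented by that of Table 2, otherwise by the brightest. The 19 gene lists cover steroidogenesis, granulosa differentiation, oocyte and germ line, zona pellucida, cell cycle, DNA replication, chromatin, and protein kinases and phosphatases other than those of the cell cycle and DNA replication lists. They also cover cholesterol and lipids, glycolysis, proteolysis, adhesion, immune cells, theca and stroma, blood and endothelium, epithelium and oviduct, ribosomal proteins, translation factors and the reporter genes. EPCAM, CLDN1, WNT4, AKR1D1, DAZL, BTG4, MOS, ZP2, ZP3, ZPD, RLN3 and NR5A2 are among the list members that had been seen in Table 2. All lists but that of the 3 reporter genes were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 54 tests, with the brightest probe set per gene.

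The comparisons, thresholds, lists, the rule for named genes and the alternatives were set before the data were examined, apart from those that the closing section names as chosen later. The alternatives were moderation without a trend, a fit of only the 4 arrays compared, the suffix as a block, and only the 13306 probe sets with a mean log2 of at least 4 in some group. Further ones were arrays set to equal means of the reporter genes and a plain t-test with a separate variance per probe set. A variance mixture was rebuilt from the methods with at most 8 variance groups. The last ones were a minimum absolute log2 difference of 1 and each array left out in turn. With an array left out, the lone array of its group is taken to vary like the other groups. A difference between the other groups then stays the same, and only the pooled variance and its degrees of freedom change. Lists were also tested with an estimated correlation between genes, with the equal reporter gene means, with the most variable probe set of each gene and with each array left out. The position of F1 GDR was also taken on the log2 scale, over 100 probe sets with the largest difference and over granulosa genes.

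The methods were tested on simulated data with 50 changed probe sets per size. The spread of each probe set was pooled over these arrays and was the same in all groups. At a log2 difference of 4 limma called 28, 25 and 29 of the 50 by Benjamini-Hochberg (F1 GDR against Ov GDR, F1 GDR against F1 GCs, F1 GCs against Ov GDR) and 1, 1 and 1 by Bonferroni, with 2, 4 and 3 unchanged probe sets called by the former and 0 by the latter. The rebuilt variance mixture called 47, 47 and 49 of the 50 by Bonferroni, with 136, 145 and 132 unchanged probe sets. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The RT-PCR measurements of the paper were not analysed here.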

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

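The tests of oocyte RNA in the Ov GDR pools, of a single share of granulosa cells, of abundant granulosa transcripts and of granulosa RNA as the source of ribosomal protein mRNA were chosen only after the result was seen.

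Genes outside those the paper discusses were called in several places. In Ov GDR 90 probe sets were higher than in F1 GDR, a direction for which the paper lists no gene. Most of them differed by a log2 difference under 1, and for 63 F1 GDR was at background on both arrays. In F1 GDR 51 probe sets were higher than in both Ov GDR and F1 GCs. Among these were NID1, a protein of the basement membrane (log2 differences of 4.22 and 1.86 from Ov GDR and F1 GCs), ID4, an inhibitor of transcription factors (2.51 and 2.23), YBX3, a protein that binds mRNA (1.02 and 1.41), and FTH1, which stores iron (1.08 and 0.96). ID4, YBX3 and FTH1 were chosen after their values were seen. Without an F1 GDR or an F1 GCs array 0 probe sets were higher in Ov GDR than in F1 GDR with limma (4303 at an unadjusted p under 0.05 with all arrays), 2349 and 4390 were without the Ov GDR arrays, and between 1 and 16 were higher in F1 GDR without an F1 GDR or an F1 GCs array.

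The 2 Ov GDR arrays differed from each other more than those of the other groups, and the array without a suffix gave signals in control probe sets that the paper does not report on, with a 3' minus 5' actin difference of 5.02 and a mean of 9.95 over 15 probe sets of the bacterial spike-ins bioB and bioC, where the other 5 arrays had from 7.90 to 9.74. Different amounts of oocyte RNA in the Ov GDR pools stay open, since the 28 oocyte and germ line genes above background on an Ov GDR array went both ways, with a median difference of 0.0643 between these arrays, an SD of 1.19 and 15 of 28 higher on A, and since arrays set to one distribution would hide a change in the main source of RNA; the test set earlier, on the 16 genes called lower in F1 GCs, went against this explanation (median 0.094, 9 of 16 higher on A), but calls leave out genes that differ between the pools. Shortened mRNA or cDNA in one pool may contribute, since the difference between the Ov GDR arrays was little shared by probe sets of one gene (correlation 0.266 over 825 genes, against 0.347 in F1 GDR, 0.589 in F1 GCs and at most 0.0944 for random partners). The SD of these differences was 1.29, 0.665 and 0.382 in the same order, and noise of single probe sets would lower the correlation as well. A difference between the pools of hens stays open and was not tested.

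Granulosa transcripts stood in F1 GDR at different levels relative to F1 GCs, over 93 abundant probe sets between 0.0272 and 0.680 of the way from Ov GDR (percentiles 5 and 95). Granulosa cells with the composition of the F1 GCs sample as the source of every abundant granulosa transcript are argued against by 9 of these probe sets. These, among them those of RLN3, NR5A2, ALB and LOC426093, lay under 0.1 of the way on both F1 GDR arrays. The median was 0.326, with an SD of 0.668 (log2 position) among probe sets of one gene. The cut-off of 0.1 was set after the values were seen, so the count of 9 is no test in itself. LOC426093 has 3 of the 9, and of the 5 genes with a symbol 4 had all their abundant probe sets there, PDLIM4 having another at 0.209. Whether the other transcripts came in one share cannot be told apart from several shares, because the spread over the 84 other probe sets was 1.70 times that between the F1 GDR arrays, and over 92 with those under 0.1 included 2.35 times (SD 1.31 and 0.557), both between the bounds set for the test. Loss of proportion at high signal may contribute, since the position was higher where the F1 GCs level was higher (Spearman correlation 0.325 over probe sets). A difference between granulosa cells next to the germinal disc and the rest stays open and was not tested.

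Of 64 ribosomal protein genes, which the paper does not discuss, 27 were higher in F1 GCs than in Ov GDR, 2 were lower and 35 were not called. These counts were 39 higher and 3 lower when adjusted over the list alone, and 13 and 2 with equal reporter gene means. The camera adjusted p was 1.06e-10, and 0.326 with an estimated correlation. Granulosa RNA in F1 GDR as the cause of the difference between F1 GDR and Ov GDR stays open, since the 27 genes had a median position of 0.670, above the upper quartile of 0.625 over 41 probe sets of their signal level that were higher in F1 GCs by a log2 difference of at least 2, but with equal reporter gene means 0.582, under the upper quartile of 0.606; the test made first went against this explanation, with an upper quartile of 0.383 over all 2072 such probe sets, but did not match the signal level, with which the position rises. Loss of signal in the Ov GDR pool without a suffix is argued against, since the median difference of the list between F1 GDR and Ov GDR A was 0.52, against 0.72 for the array without a suffix, with 55 and 53 of 64 genes below the F1 GDR mean. With equal reporter gene means the median of the list fell from 0.57 to 0.12 for F1 GDR against Ov GDR (0.50 against Ov GDR A and -0.16 against the other array) and from 0.75 to 0.32 for F1 GCs against Ov GDR, so the difference depends on the scaling, while camera, which ranks the list against other genes, gave adjusted p = 1.11e-05 and 0.000136 (ranges of 1.85e-12 to 0.326 and 9.69e-12 to 0.326 over the alternatives). That scaling is not neutral for this list, since its shift came mostly from EEF1A1, itself a gene of translation. Between F1 GDR and Ov GDR EEF1A1 had a log2 difference of 1.14, GAPDH 0.17 and ACTB 0.05. The reporter gene mean was 11.5 on the Ov GDR array without a suffix, which had the largest 3' minus 5' differences, and 12.4 on Ov GDR A. A change between the F1 stage and ovulation, shared by both Ov GDR pools, stays open and was not tested, as does a loss of short mRNAs in both.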

How the results depend on the processing

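The settings with a threshold on the log2 difference alone, with a fixed number of variance groups and with crossed suffixes were chosen only after the result was seen. With 2 arrays per group, limma mostly missed differences of a log2 size of 1 and 2 in tests on simulated data. From 36.6% to 51.4% of probe sets were above background per array. Thus 719 of the 2502 probe sets higher in Ov GDR than in F1 GCs and 1066 of the 3284 higher in F1 GCs are measured against a group at background. Of 280 calls of named genes 257 were kept without a trend, 184 with only the 4 arrays compared and 271 of 272 among the brighter probe sets. Equal reporter gene means kept 264, the variance mixture 277, the suffix as a block 143, crossed suffixes 146 and the plain t-test 19, and none turned its direction. With 1 array left out, most calls were lost without an F1 GDR or an F1 GCs array. Where the array left out belongs to neither group compared, the difference stayed the same and only the pooled variance and its degrees of freedom changed. Most were kept without an Ov GDR array, where the large spread of that group leaves the pooled variance. Of 18 calls among 54 list tests 0 were kept by camera with an estimated correlation, 17 with equal reporter gene means, 15 with the most variable probe set and 15 to 17 with an array left out, and none turned its direction. For adhesion in F1 GDR against Ov GDR the estimated correlation was -0.014, below the preset 0.01. Its unadjusted camera p still rose from 0.0146 to 0.0573. The loss of calls with that setting thus cannot be put down to correlation between genes alone.

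Counts follow in the order F1 GDR over Ov GDR, Ov GDR over F1 GDR, F1 GDR over F1 GCs, F1 GCs over F1 GDR, F1 GCs over Ov GDR and Ov GDR over F1 GCs, then the overlaps F1 GDR and F1 GCs over Ov GDR, F1 GCs over F1 GDR and Ov GDR, and Ov GDR and F1 GDR over F1 GCs. The Bonferroni counts were 8, 0, 0, 0, 16 and 0 with overlaps 8, 0 and 0, and the Benjamini-Hochberg counts 625, 90, 809, 1187, 3284 and 2502 with overlaps 568, 1155 and 643, and with limma 2896, 4303, 2995, 3878, 4953 and 8550 had an unadjusted p under 0.05. The unadjusted counts are not calls, since a share of 0.05 of unchanged probe sets passes that level by chance. Without a trend the Bonferroni counts were 19, 0, 4, 4, 64 and 4 (overlaps 18, 3 and 2), and the Benjamini-Hochberg count of Ov GDR over F1 GDR was 184. A fit of only the 4 arrays compared gave 0, 0, 0, 0, 0 and 0 by Bonferroni (overlaps 0, 0 and 0) and 0, 0, 1562, 1801, 2244 and 1151 by Benjamini-Hochberg. Among the brighter 13306 probe sets the counts were 50, 0, 0, 1, 131 and 2 (overlaps 49, 1 and 0) and 1255, 156, 1729, 2013, 3702 and 2338; fewer tests and another prior variance enter here. Equal reporter gene means gave 302, 115, 436, 339, 1057 and 1003 (overlaps 283, 223 and 396) and 792, 930, 1354, 1659, 2467 and 3307, with an infinite prior number of degrees of freedom, by which all probe sets of one level share one variance. The plain t-test gave 0, 0, 2, 0, 2 and 2 (overlaps 0, 0 and 0) and 0, 0, 2, 0, 272 and 150. The variance mixture gave 772, 135, 1608, 1867, 2191 and 1156 (overlaps 639, 1145 and 569) and, for the first 4 by Benjamini-Hochberg, 1591, 555, 3415 and 4017. A minimum absolute log2 difference of 1 left 26 of Ov GDR over F1 GDR and 1540 of Ov GDR over F1 GCs by Benjamini-Hochberg. For the settings above other than the brighter probe sets the cause was not tested.

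With 1 array left out the Bonferroni counts ranged from 1 to 4, 0 to 8, 0 to 2, 0 to 1, 0 to 6 and 0 to 8 (overlaps 0 to 4, 0 to 1 and 0 to 0), and the Benjamini-Hochberg counts from 1 to 2152, 0 to 4390, 0 to 1531, 0 to 1792, 1215 to 4412 and 179 to 8726. The lowest Benjamini-Hochberg counts came without an F1 GDR or an F1 GCs array and the highest without an Ov GDR array. The pooled variance lacks the spread of a group left with 1 array. The Ov GDR arrays had an SD of their difference of 0.82, against 0.43 in F1 GDR and 0.30 in F1 GCs. The counts without an Ov GDR array are therefore no measure of how well calls hold. The position of F1 GDR between Ov GDR and F1 GCs was 0.403 and ranged from 0.335 to 0.435 with 1 array left out. It was 0.840 on the log2 scale, 0.304 over the 100 probe sets with the largest difference and 0.232 over granulosa genes of the lists.

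The suffix A is a number the groups share and nothing ties it to a day, batch or hens, and the deviations of arrays with the same suffix had correlations of -0.15 (Ov GDR with F1 GDR), -0.15 (F1 GDR with F1 GCs) and 0.17 (Ov GDR with F1 GCs). With the suffix as a block the Bonferroni counts were 1, 0, 0, 0, 1 and 0 (overlaps 1, 0 and 0) and the Benjamini-Hochberg counts 28, 0, 0, 0, 2328 and 1046, with fewer residual degrees of freedom. With the suffixes of F1 GDR crossed, a pairing chosen after the deviations were seen, they were 1, 0, 0, 0, 2 and 0 (overlaps 1, 0 and 0) and 39, 0, 0, 0, 2629 and 1271.

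The following settings were tried after the paper's counts and the data had been seen. With a threshold on the log2 difference and no test, the counts were 404, 25, 381, 239, 1250 and 557 (overlaps 370, 196 and 327) over 3; 318, 12, 304, 172, 1057 and 439 (299, 141 and 259) over a value midway between 3 and 3.5; and 260, 6, 234, 109, 891 and 361 (247, 94 and 200) over 3.5. They were 180, 0, 152, 39, 626 and 222 (172, 36 and 119) over 4, 122, 0, 82, 17, 456 and 140 (119, 17 and 62) over 4.5, and 85, 0, 36, 8, 303 and 72 (80, 8 and 26) over 5. The variance mixture with 1 variance group gave 789, 125, 2096, 2529, 2194 and 1171 by Bonferroni (overlaps 680, 1535 and 981), and with 2 groups 586, 132, 1521, 1794, 1754 and 1006 (477, 905 and 581). With 3 groups it gave 742, 129, 1608, 1867, 2091 and 1070 (612, 1067 and 509), and with 4 groups 772, 135, 1609, 1865, 2179 and 1129 (640, 1117 and 544). For these settings the cause was not tested.

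Some list calls changed with the setting, and the cause was not tested. With the most variable probe set the camera adjusted p became 0.0947 for adhesion in F1 GDR against Ov GDR, 0.0593 for adhesion in F1 GCs against Ov GDR and 0.260 for chromatin in F1 GDR against F1 GCs, and it became 0.0378 for glycolysis in F1 GDR against Ov GDR and 0.0474 for epithelium in F1 GCs against Ov GDR. With equal reporter gene means 10 further list tests passed and the uncalled direction of the translation factors in F1 GDR against Ov GDR turned.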

Differences from the paper's values

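The settings with a threshold on the log2 difference and no test, and those with a fixed number of variance groups, were chosen only after the result was seen. The counts below use the paper's threshold, a Bonferroni adjusted p under 0.05, with limma in place of the variance mixture of the methods.

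The paper counts 92 genes higher in F1 GDR than in Ov GDR, where 8 probe sets were found. The paper counts 342 between F1 GDR and F1 GCs, of which 238 were higher in F1 GDR and 104 in F1 GCs, where 0, 0 and 0 were found with limma (2995 and 3878 at an unadjusted p under 0.05). Between F1 GCs and Ov GDR the paper counts 448, with 392 higher in F1 GCs and 56 in Ov GDR, where 16, 16 and 0 were found (8550 higher in Ov GDR at an unadjusted p under 0.05). The paper's overlaps are 85 genes higher in F1 GDR and in F1 GCs than in Ov GDR (8 found), 7 higher in F1 GDR only (0 found), 36 higher in F1 GCs than in both germinal disc groups (0 found) and 49 higher in both germinal disc groups than in F1 GCs (0 found). The paper counts 460 genes higher in F1 GCs than in either germinal disc group (16 found) and 245 higher in either of these than in F1 GCs (0 found). The paper has 85 genes called in both comparisons with F1 GCs (0 found), 1 called in both comparisons with F1 GDR (0 found) and 1 called in all 3 comparisons (0 found).

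Of the alternatives set before the data were examined, the fit without F1 GDR replicate unsuffixed gave 1 for the genes called in both comparisons with F1 GDR, within 1.5 times the paper's 1. No other alternative set before the data were examined came within 1.5 times any of these 16 counts. These alternatives were Benjamini-Hochberg adjustment, moderation without a trend, the fit of 4 arrays, the suffix as a block and the filter on dim probe sets. The rest were equal reporter gene means, the plain t-test, the rebuilt variance mixture, a minimum log2 difference and any other array left out. The rebuilt variance mixture gave counts above the paper's, such as 772 for the paper's 92 and 2191 for the paper's 392.

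Thresholds on the log2 difference with no test, chosen after seeing the values, came within 1.5 times 0 of the 16 counts over 3, 2 over a value midway between 3 and 3.5, 3 over 3.5, 4 over 4, 8 over 4.5 and 6 over 5, and they dropped 0, 0, 1, 4, 7 and 9 of the 50 entries of the paper's Table 2 in that order. Over the value midway between 3 and 3.5, chosen after seeing the values and dropping 0 entries, these were 304 for the paper's 238 and 476 for 342. Over 3.5, chosen after seeing the values and dropping 1 entry, they were 234 for 238, 109 for 104 and 343 for 342. Over 4, chosen after seeing the values and dropping 4 entries, they were 36 for 36, 8 for 7, 629 for 460 and 255 for 245. Over 4.5, chosen after seeing the values and dropping 7 entries, they were 122 for 92, 456 for 392, 596 for 448, 119 for 85, 62 for 49, 456 for 460, 79 for 85 and 1 for 1. Over 5, chosen after seeing the values and dropping 9 entries, they were 85 for 92, 303 for 392, 72 for 56, 375 for 448, 80 for 85 and 5 for 7. The variance mixture with 1 to 4 variance groups, also chosen after seeing the values, came within 1.5 times none of them.

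All 50 fold changes of the paper's Table 2 match those computed here, with ratios from 0.974 to 1.03. Of the 50 entries limma called 10 by Bonferroni and 45 by Benjamini-Hochberg, and the rebuilt variance mixture called all 50 by Bonferroni. The 5 that limma did not call at either threshold were EPCAM (adjusted p = 0.0680) and the probe sets without a symbol with folds of 75, 56 and 80 in the paper's Table 2 (adjusted p = 0.0847, 0.0683 and 0.108) between F1 GDR and F1 GCs, and the last of these between F1 GCs and Ov GDR (fold 102 in the paper, adjusted p = 0.0555). All 5 were called by Benjamini-Hochberg with the filter on dim probe sets, with equal reporter gene means and with the rebuilt variance mixture, all but that with fold 56 without the F1 GCs array lacking a suffix, and that with fold 102 without F1 GCs A.

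The paper describes zpC and zpD as higher in granulosa cells than in the germinal disc region, by its arrays and, at the F1 stage, by RT-PCR. The RT-PCR values were not analysed here. Against F1 GDR the differences were -0.07 for ZP3 (zpC) and -0.56 for UMOD (zpD) and were not called, with adjusted p = 0.958 and 0.392, whereas against Ov GDR both were higher in F1 GCs, at least 67.8-fold for ZP3 and by 9.80 for UMOD. ZP3 stands near the top of the scale in both F1 groups, so a difference between them cannot be read from this probe set. In simulated data limma called 0 of 50 differences of a log2 size of 1 between these groups. The missing call of UMOD therefore does not show equal levels. None of the settings run called either gene between F1 GDR and F1 GCs. The paper finds btg4 as the one gene of the in silico approach that differs between F1 GCs and Ov GDR. Here BTG4, MOS, DAZL, ZP2, ktfn and ZP3 all passed the Benjamini-Hochberg threshold there, and none of the 6 passed Bonferroni with limma. The paper finds fewer genes higher in Ov GDR than in F1 GDR when each is set against F1 GCs, whereas 2502 and 809 probe sets passed the Benjamini-Hochberg threshold here. Of these, 719 and 90 had F1 GCs at background, and the higher background of the Ov GDR arrays can raise the count for Ov GDR. With the fit of 4 arrays (1151 and 1562) and the rebuilt variance mixture by Bonferroni (1156 and 1608) fewer were higher in Ov GDR.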

Other observations

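The descriptions of single arrays and of the F1 GCs arrays below, and the genes AURKB, KNSTRN and EPCAM as examples, were chosen only after the result was seen, with no test.

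Genes of the translational machinery differed between F1 granulosa cells and ovulated germinal discs. RPS3 and RPS4Y1 of the small ribosomal subunit were higher in F1 GCs than in Ov GDR by log2 differences of 3.09 and 2.70, and RPL10A and RPL8 of the large subunit by 2.59 and 2.38, while RPL11 was lower by -0.64. The median log2 difference of the ribosomal protein list was 0.75, and 0.32 with equal reporter gene means. The fold of RPL10A was 3.96 without Ov GDR A and 9.10 without the other Ov GDR array, and that of CPEB1 below was 28.9 and 10.4. A single ribosomal gene was called between F1 GDR and F1 GCs, RPL11, which was higher in F1 GDR by 0.47 (0 higher when adjusted over the list alone; camera adjusted p = 0.0605, and 0.0166 without either Ov GDR array, 0.0385 without the F1 GDR array lacking a suffix and 0.0431 without F1 GCs A, within a range of 0.0166 to 0.447 over the alternatives). Of 45 translation factors 8 were higher and 7 lower in F1 GCs than in Ov GDR (11 and 9 when adjusted over the list alone; camera adjusted p = 0.127, from 0.0412 without Ov GDR A to 0.808 over the alternatives), with EIF4G3, a scaffold of the cap complex, higher by 3.66, EIF6, which keeps ribosomal subunits apart, by 2.95, and CPEB1 and EIF5A2 lower by -4.12 and -2.27. Higher in F1 GDR than in F1 GCs were EEF1E1, EIF2S2 and EIF4H, by 1.33, 1.12 and 1.02, and EIF6 differed by -1.63 (7 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.329). EIF3I was the one factor called between F1 GDR and Ov GDR, at -0.99 (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.249).

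Markers of other cell types that a dissected germinal disc region can carry were measured too. Of 22 genes of theca and stroma 2 were higher in F1 GCs than in Ov GDR, MYLK, the kinase of myosin light chain, by 3.97 and COL1A2, a collagen chain, at least 4.06-fold, with -0.41 for another probe set of COL1A2 (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.674, with a median of -0.02 and a mean of 0.28). With limma 0 theca and stroma genes were called between F1 GDR and Ov GDR (2 higher when adjusted over the list alone; camera adjusted p = 0.501, with a median of -0.10 and a mean of 0.14), and between F1 GDR and F1 GCs 0 (0 when adjusted over the list alone, camera adjusted p = 0.292, and 0.0424 without the F1 GCs array lacking a suffix). Of 19 genes of blood and endothelium EGFL7, a secreted protein of vessels, was higher in F1 GDR than in F1 GCs by 1.63 (adjusted p = 0.0491; 1 when adjusted over the list alone, camera adjusted p = 0.385), and 0 were called with limma in the other comparisons (1 and 0 when adjusted over the list alone; camera adjusted p = 0.520 against Ov GDR, with a median of -0.08 and a mean of 0.04, and 0.311 for F1 GCs against Ov GDR). Of 24 genes of epithelium and oviduct 5 were lower in F1 GCs than in Ov GDR and 1 higher (6 and 2 when adjusted over the list alone; camera adjusted p = 0.0659, and 0.0204 and 0.0482 without the F1 GCs arrays), among them ST14, a membrane protease, at -1.94. WNT4 and CLDN1 were the 2 epithelial genes higher in F1 GDR than in F1 GCs (3 when adjusted over the list alone; camera adjusted p = 0.127, and 0.0407 without the F1 GCs array lacking a suffix), and 0 differed between F1 GDR and Ov GDR with limma (0 when adjusted over the list alone, camera adjusted p = 0.173). Of 26 immune genes 0 were called between F1 GDR and F1 GCs with limma (0 when adjusted over the list alone; camera adjusted p = 0.964, ranked lower than other genes with a median of 0.02 and a mean of 0.06), and in F1 GDR against Ov GDR the camera adjusted p was 0.346, with a median of -0.05 and a mean of 0.13. By their brightest probe sets none of the 3 reporter genes ACTB, GAPDH and EEF1A1 was called in any comparison (1 of the 4 probe sets of ACTB was higher in F1 GCs than in Ov GDR), and adjusted over these alone 1 was higher in F1 GCs than in Ov GDR.

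The F1 GCs arrays differed in one direction over the transcripts of the germinal disc. Of 643 probe sets higher in both germinal disc groups than in F1 GCs, 530 (82.4%) were higher on the F1 GCs array without a suffix than on A, with a median log2 difference of 0.37, and 102 were higher by over 1 and 0 lower by over 1. Of 1155 probe sets higher in F1 GCs than in both germinal disc groups 521 (45.1%) were, with a median of -0.03. EPCAM had log2 values of 7.64 and 4.14 on the F1 GCs arrays (without a suffix, then A), AURKB 7.09 and 4.00, KNSTRN 4.70 and 2.68 and WNT4 4.66 and 2.64.

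The bacterial spike-ins bioB and bioC had mean log2 values, over 15 probe sets, of 9.74 on Ov GDR A, 8.77 and 8.79 on the F1 GDR arrays and 7.90 and 8.33 on the F1 GCs arrays, whereas the 5' probe sets of dap, another spike-in, were highest on the F1 GCs arrays (7.38 to 7.93, against 2.84 to 5.03 on the other 4 arrays), as were those of thr and phe. The mean of the 3 reporter genes was 11.5 on the Ov GDR array without a suffix and 12.4 on Ov GDR A. Across probe sets Ov GDR and F1 GCs arrays had correlations from 0.776 to 0.804 with each other, and F1 GDR and F1 GCs arrays from 0.880 to 0.924. The log2 differences of F1 GDR from Ov GDR and from F1 GCs had a correlation of -0.160 across probe sets, which are not independent replicates. It was 0.497 in simulations of unchanged groups, which gave all groups the same spread.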
